# Associations of tissue damage induced inflammatory plasticity in masseter muscle with the resolution of chronic myalgia

**DOI:** 10.1038/s41598-023-49280-1

**Published:** 2023-12-12

**Authors:** Karen A. Lindquist, Sergey A. Shein, Anahit H. Hovhannisyan, Jennifer Mecklenburg, Yi Zou, Zhao Lai, Alexei V. Tumanov, Armen N. Akopian

**Keywords:** Neuroscience, Physiology, Diseases

## Abstract

Gene plasticity during myogenous temporomandibular disorder (TMDM) development is largely unknown. TMDM could be modeled by intramuscular inflammation or tissue damage. To model inflammation induced TMDM we injected complete Freund’s adjuvant (CFA) into masseter muscle (MM). To model tissue damage induced TMDM we injected extracellular matrix degrading collagenase type 2 (Col). CFA and Col produced distinct myalgia development trajectories. We performed bulk RNA-seq of MM to generate gene plasticity time course. CFA initiated TMDM (1d post-injection) was mainly linked to chemo-tacticity of monocytes and neutrophils. At CFA-induced hypersensitivity post-resolution (5d post-injection), tissue repair processes were pronounced, while inflammation was absent. Col (0.2U) produced acute hypersensitivity linked to tissue repair without inflammatory processes. Col (10U) generated prolonged hypersensitivity with inflammatory processes dominating initiation phase (1d). Pre-resolution phase (6d) was accompanied with acceleration of expressions for tissue repair and pro-inflammatory genes. Flow cytometry showed that immune processes in MM was associated with accumulations of macrophages, natural killer, dendritic and T-cells, further confirming our RNA-seq findings. Altogether, CFA and Col treatments induced different immune processes in MM. Importantly, TMDM resolution was preceded with muscle cell and extracellular matrix repairs, an elevation in immune system gene expressions and distinct immune cell accumulations in MM.

## Introduction

Myogenous temporomandibular disorder (TMDM)^1^ is one of most prevalent types of myofascial pain syndromes^2–4^. Chronic TMDM affects approximately 10% of the population, with two-thirds being women^2^. Precise etiology, pathogenesis, and pathophysiology underlying chronic TMDM remains unclear. Nevertheless, studies showed that TMDM patients could have detectable muscle damage, which is accompanied either no or low-grade inflammation^1,5^. Thus, individual inflammatory mediators, such as tumor necrosis factor-alpha (TNF-α), interleukin-1beta, 6 and 8 (IL-1β, IL-6 and IL-8), in the masseter muscle (MM) were revealed in TMDM patients using a variety of approaches including micro-dialysis^1,5–8^. However, the overall biological processes in MM linked to this tissue damage-generated mild inflammation is largely unknown.

TMDM is thought to develop due to muscle ischemia following consistent and repetitive physical overloading of masticatory muscles^1,5^. Muscle overload can disrupt local blood flow to the muscles of mastication, triggering ischemia, which in turn produces muscle damage, and mild inflammation^9,10^. One way to model TMDM is to mimic intramuscular inflammation generated by standard approaches such as injecting complete Freund’s adjuvant (CFA) into the MM^11,12^. CFA causes severe inflammation, which is similar to myositis leading to such signs as edema, erythema or rubor. The prevailing evidence show that TMDM is seldomly accompanied by myositis^13,14^. Hence, CFA intra-muscular injection does not optimally represent TMDM. Usually, TMDM is accompanied by low inflammation caused by tissue damage during TMDM^14–16^. Muscle damage can be stimulated be tendon ligation, muscle crush, etc. However, such muscle damage is commonly encountered after impact trauma, but not TMDM. Since ischemia-induced muscle damage may involve extracellular matrix (ECM) dysfunction/damage^17–19^ and collagen degradation^20,21^; we generated TMDM-related intramuscular tissue damage by disrupting extracellular matrix with the collagenase type 2 (Col). Col is the main collagenase produced during wound healing and is released during inflammation to direct chemotaxis and degrade tissue components like collagen, proteoglycan, ECM, and cartilage^22–24^. Moreover, elevated levels of Col are seen in TMD patients, especially while experiencing painful episodes^25,26^. We used several dosages of Col and found that 10% of effective dose (ED) corresponded to approximately 0.2U (low dose), while ED_max_ was about 10U (high dose).

Pain conditions in humans and hypersensitivity in animal models develop in phases: initiation or transition to chronic state, maintenance, pre-resolution, resolution and post-resolution^27^. Changes in biological processes during these phases for a variety of hypersensitivity models in mice or pain conditions in humans are largely unknown. This study aimed to bridge a gap in knowledge related to the biological processes in MM during different hypersensitivity phases induced by injections of CFA, low dose (0.2U) Col, or high dose (10U) Col. The biological processes in MM were correlated to distinct hypersensitivity phases via the collection of MM tissue after von Frey mechanical threshold measurements in mice at different time points. We then used bulk RNA seq to trace biological processes within MM. Additionally, certain data obtained from bulk RNA-seq were validated as well as supplemented using flow cytometry and immunohistochemistry, which characterize the immune cell profiles in MM.

## Results:

### CFA-induced transcriptomic/gene changes in the MM

CFA injections in MM produced a distinct trajectory for TMDM development (Fig. 1A). At 1d post-CFA, mice displayed pronounced mechanical hypersensitivity of the orofacial area compared to baseline, which was assessed as previously described (1-way ANOVA; F (2, 21) = 39.12; *P* < 0.0001; n = 8; Fig. 1B)^28^. Immediately after initiation of CFA-induced TMDM, hypersensitivity started to decline to baseline levels (Fig. 1A). At 5d post-CFA, mechanical response thresholds returned to baseline levels (Fig. 1B). 

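MM was collected from 3 mice at 1d post-CFA, 3 mice at 5d post-CFA and 3 vehicle-treated mice of the CFA experiment, and 1 stranded poly(A) library per mouse was sequenced with single-end reads of 50 bases. The authors aligned the reads to mouse genome build mm9 with TopHat2 and deposited the number of reads counted on each gene symbol, without normalization. The reads counted on genes ranged from 19282203 to 26112326 (median 22527145) at 1d, from 24331632 to 26839661 (median 26568091) at 5d and from 24035014 to 29076671 (median 25929667) in the vehicle group. The depth that the paper's methods plan refers to all reads of a library, and the values given here rest on reads counted on genes. The collection day of the vehicle-treated mice is not given in the labels or the paper's text. Genes with at least 10 counts in at least 3 of the 6 mice of a comparison were tested, which left 13944 genes at 1d and 14026 genes at 5d. Counts were normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method over all tested genes. A DEG needed an adjusted p under 0.05, a fold change over 2 and a mean RPKM over 1 in at least 1 of the groups, after the paper's criteria. Values per mouse are given as TMM-normalized CPM, counts scaled to the library size. The files list genes by symbol, and positions are those of GENCODE vM1, an annotation of the mm9 build.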

We then isolated MM at 1d post CFA (n = 3) and performed bulk RNA-seq as previously described^29^. Considering selections as RPKM > 1, FC > 2 and Padj < 0.05, 196 differentially expressing genes (DEGs) were up-regulated and 78 down-regulated at 1d post CFA treatment. 

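At 1d post-CFA, no gene passed all criteria in either direction with edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted: 0 DEGs were up-regulated and 0 down-regulated, while 588 genes had an unadjusted p under 0.05. The alternative that moved these counts most was DESeq2, the paper's tool, with 45 DEGs up-regulated and 8 down-regulated. It was run on the same genes left by the low-count filter, which the paper does not state. With each mouse left out in turn, up-regulated DEGs numbered from 0 to 19. With the replicate number as a block, 1 gene was up-regulated; same-numbered mice deviated together with a mean r of 0.285 over 3 pairs, although the numbers denote different mice. The groups did not overlap in 6.3% of the 13944 tested genes, where chance gives 10% for 3 mice against 3. Of the 43 genes that the paper names as up-regulated at 1d, 36 had enough counts to be tested and all 36 of these were higher, each by more than 2-fold. Adjusted over these genes alone, 31 had an adjusted p under 0.05 in edgeR's test, against 0 over all genes; as the list is the paper's own selection from these mice, the first count shows no stability. Single mice differed widely, and Ccl2 ranged over 1.23 to 32.8 CPM at 1d.

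**Figure D1:**
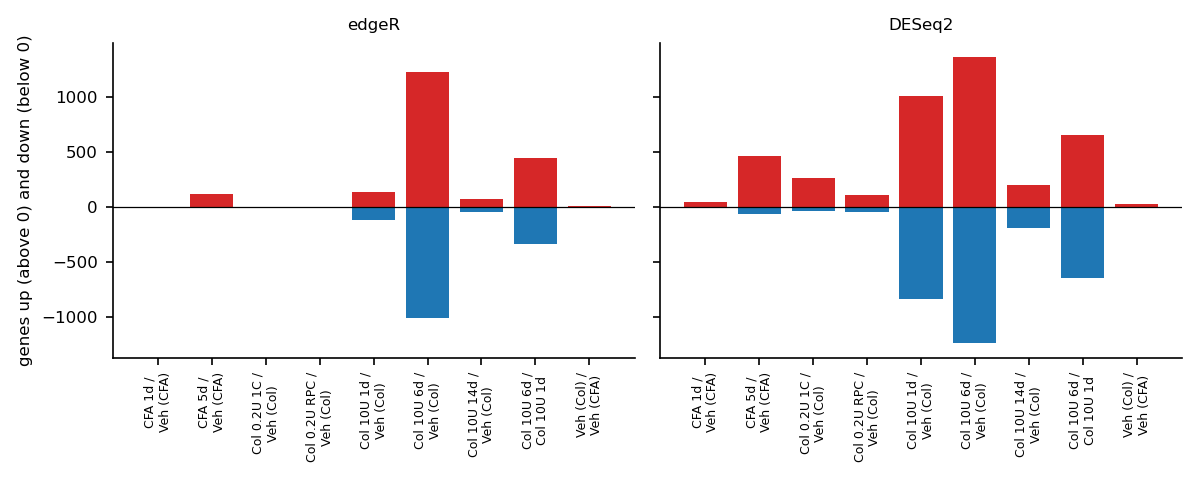
Numbers of DEGs in each comparison with edgeR (left) and DESeq2 (right), with up-regulated genes above 0 and down-regulated genes below 0; each bar is 1 comparison of the CFA or Col experiment. DESeq2 gave more DEGs than edgeR in all 9 comparisons.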

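Genes of the chemokine family, defined by symbol, were tested as a set with limma's camera. At 1d post-CFA, 18 of 21 tested chemokine genes were higher than in the vehicle group, with a median log2 fold change of 2.48 against -0.01 for all genes (camera, Benjamini-Hochberg adjusted p = 5.67e-13 on edgeR's normalized counts). The self-contained test fry, which asks for a change in the set itself and moved this result most, gave an adjusted p of 0.216 in limma, and over all alternatives the adjusted p ranged from 4.44e-17 to 0.216. With the replicate number as a block, camera's adjusted p was 1.82e-15 and the median log2 fold change 2.09; same-numbered mice had the mean r of 0.285 given with the counts of DEGs. The mean log2 CPM of the chemokine genes was 1.26 to 3.48 in the 3 mice at 1d and 0.30 to 1.23 in the 3 vehicle-treated mice. The paper states that CFA triggered extensive pro-inflammatory processes at 1d, from the biological processes of its up-regulated DEGs.

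**Figure D2:**
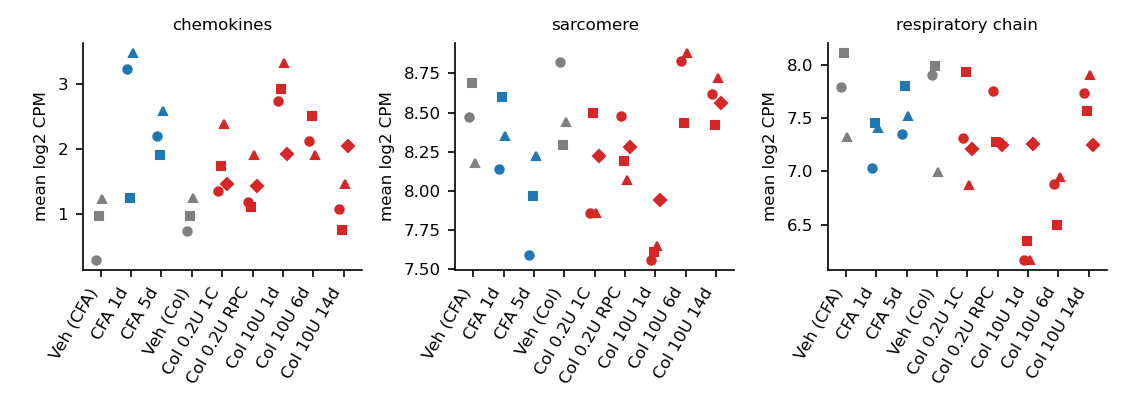
Mean log2 CPM of chemokine, sarcomere and respiratory chain genes in each mouse of all 9 groups; the marker shape gives the replicate number, grey stands for vehicle, blue for CFA and red for Col. The highest chemokine values were those of mice at 1d post-CFA and at 1d post-Col (10U), and 1 mouse at 1d post-CFA lay next to the vehicle-treated mice.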

As expected, CFA triggered extensive pro-inflammatory processes in MM at day 1 post injected (Fig. 2A). In contrast, CFA treatment down-regulated DEGs did not fit into biological process according to statistical over-representation test. 

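DESeq2 called 8 genes down-regulated at 1d post-CFA and edgeR 0. As a set, respiratory chain genes were lower at 1d, in 73 of 74 tested genes, with a median log2 fold change of -0.49 (camera, Benjamini-Hochberg adjusted p = 4.91e-20 on edgeR's normalized counts). Fry gave an adjusted p of 0.322 for this set, and over all alternatives the adjusted p of limma's tests ranged from 1.74e-23 to 0.322. Under the replicate block camera gave 1.13e-14 with limma, with the mean r of 0.285 for same-numbered mice. Of the 4 ways of splitting the 6 mice that part as many same-numbered pairs, 2 gave a camera p at least as small. PANTHER's over-representation test was not run.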

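Normalized counts with DESeq2's median-of-ratios size factors, the unit of Table 1, were computed for all 24 genes of that table from 3 mice at 1d post-CFA and 3 vehicle-treated mice, as means ± SD. Ccl2, on chromosome 11 from 81849073 to 81850955, had 398 ± 382 and 18.4 ± 15.6, in that order, and a log2 fold change of 4.41 (SE 1.25) with an adjusted p of 0.924 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). Il1b, on chromosome 2 from 129190306 to 129196875, had 558 ± 595 and 19 ± 18.9, and a log2 fold change of 4.83 (SE 1.35). Tnf, on chromosome 17 from 35336326 to 35338952, had 51.1 ± 39.7 and 5.3 ± 3.1, and a log2 fold change of 3.22 (SE 0.91). Ccr2, on chromosome 9 from 124016689 to 124028296, had 713 ± 415 and 182 ± 176, and a log2 fold change of 1.95 (SE 0.80). Il1b, Tnf and Ccr2 had the same adjusted p as Ccl2 in edgeR's test. Il6, on chromosome 5 from 30339701 to 30346508, had 55.3 ± 53.9 and 1.3 ± 2.2 and was not tested, as 4 of 6 mice had under 10 counts. The SD at 1d was close to the mean or above it for Ccl2, Il1b and Il6, since the mouse with replicate number 2 had values near the vehicle group. Among these 5 genes, only Il6 had groups that did not overlap. Under the replicate block, where same-numbered mice had a mean r of 0.285, edgeR's adjusted p was 0.665 for each of Ccl2, Il1b, Tnf and Ccr2. DESeq2 called none of the 4, with adjusted p-values of 0.148, 0.0914, 0.107 and 0.319. With edgeR's TMM factors in place of DESeq2's, the mean of Ccl2 at 1d was 400.1.

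**Figure D3:**
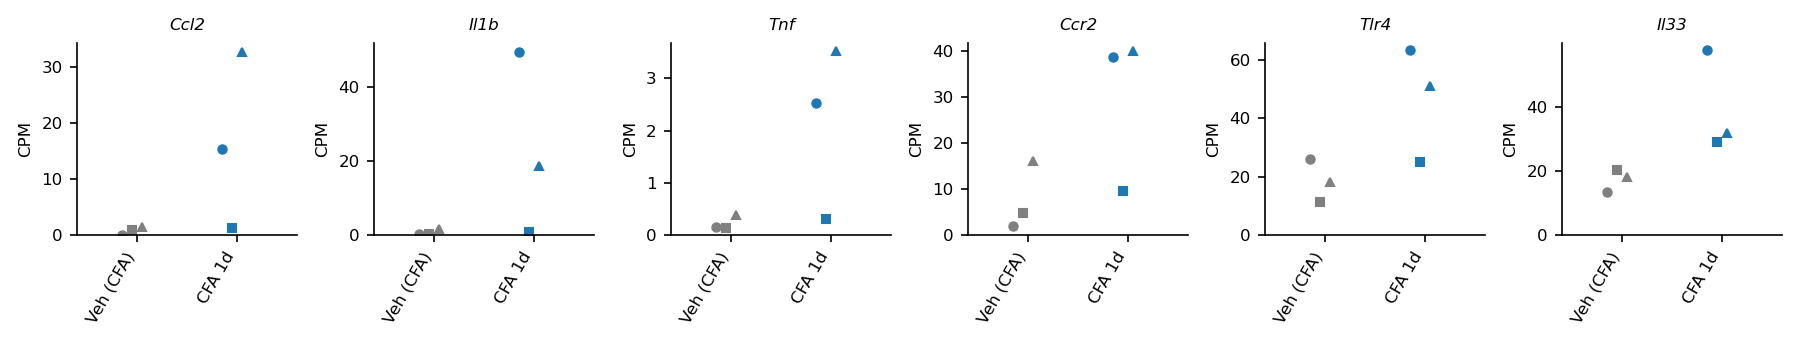
TMM-normalized CPM of 6 genes in the 3 vehicle-treated mice and the 3 mice at 1d post-CFA; the marker shape gives the replicate number. The mouse with replicate number 2 (square) had the lowest value at 1d for Ccl2, Il1b and Tnf.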

Among up-regulated DEGs, there are many cytokines, chemokines and their receptors, receptors, such as *Il6, Tnf, Ccl2, Ccr2, Il1b* known to be involved in sensitizing sensory neurons and/or the nociceptive pathway (Table 1). 

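At 1d post-CFA, Fcgr1 had 16 ± 12 (SD, n = 3) and 1.28 ± 0.816 (SD, n = 3) CPM at 1d and in the vehicle group, a log2 fold change of 3.63 (SE 0.91), and its groups did not overlap. Tlr4 had a log2 fold change of 1.33 (SE 0.41) and overlapping groups; Il33 had 1.20 (SE 0.31) and groups apart. EdgeR's adjusted p was 0.924 for all 3 genes, and DESeq2's was 0.00241 for Fcgr1, 0.164 for Tlr4 and 0.0942 for Il33. Csf3 had at most 3 counts in every vehicle-treated mouse and was at least 10.7-fold higher at 1d, without a test. Csf2rb, Il2rg and Tlr1 share 17.5%, 40.8% and 17.4% of their transcripts' 50-base windows with another gene; windows shared with an overlapping gene are included.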

Other notable up-regulated DEGs related to the immune system were *Tlr13, Tlr4, Tlr1, Il33, Csf3, Csf2rb, Fcgr1, Nfkbid, Cd300lf, Selp, Oas2, Irf5, Il2rg*, and *Runx1*. 

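Saa3, on chromosome 7 from 53967368 to 53971046, and Cxcl2, on chromosome 5 from 91332897 to 91334935, had at most 3 counts in every vehicle-treated mouse. At 1d post-CFA, Saa3 was at least 495-fold higher, with 0.483 to 151 CPM in the 3 mice. Cxcl2 was at least 132-fold higher, with 0.527 to 39 CPM. Both bounds rest largely on the mouse with replicate number 1. Without it, the mean normalized count at 1d fell from 1438.2 to 332.7 for Saa3 and from 382.5 to 102.1 for Cxcl2. Ccl3 and Ccl4 also had at most 3 counts in every vehicle-treated mouse, and both were at least 35.1-fold higher. Ccl7 had a log2 fold change of 6.11 (SE 1.26) and Ccl12 one of 4.91 (SE 1.04), and neither had overlapping groups. DESeq2 called Saa3, Cxcl2, Ccl7 and Ccl12 up-regulated, with adjusted p-values of 0.000192 for Saa3, 0.00241 for Cxcl2, 0.00266 for Ccl7 and 0.00115 for Ccl12. EdgeR's adjusted p was 0.924 for each of these 4 genes, and 0.413 to 0.665 under the replicate block, with the mean r of 0.285 for same-numbered mice. Neutrophil marker genes, listed before the values were seen, averaged from 2.97 to 5.04 log2 CPM in the mice at 1d and from -0.13 to 5.52 in the vehicle group, so the groups overlapped. The overlap rested on the vehicle-treated mouse with number 3, whose bone marker score of 4.39 was also the highest of both groups. The other vehicle-treated mice had -0.13 and 0.43, below every mouse at 1d. By flow cytometry, the paper reports more neutrophils at 1d post-CFA.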

Overall, up-regulated DEGs point toward acute inflammatory processes (*Saa1, Saa3, Tlr4, Tlr1*), chemotactic activity for monocytes (Mo; *Ccl2, Ccr2, Ccl7*), inflammatory monocytes (iMo; *Ccl3, Ccl4, Ccl8, Ccl12*), neutrophils (Neu; *Cxcl2, Cxcl3, Cxcl5, Ccl9*), and low levels of phagocytic activity (*Clec4e, Msr1*). Data also revealed that there were only few DEGs related to macrophage (Mph) and natural killer (NK) cell chemotactic pathways.

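Mrc1 and Msr1, expressed by macrophages, were higher at 1d post-CFA but their groups overlapped. Mrc1 had 46.2 ± 21.4 (SD, n = 3) and 17.9 ± 14 (SD, n = 3) CPM at 1d and in the vehicle group and a log2 fold change of 1.37 (SE 0.60); Msr1 had a log2 fold change of 3.33 (SE 0.94). DESeq2's adjusted p was 0.533 for Mrc1 and 0.0149 for Msr1. EdgeR's adjusted p was 0.924 for both, so DESeq2 called Msr1 and edgeR neither.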

**Figure 1:**
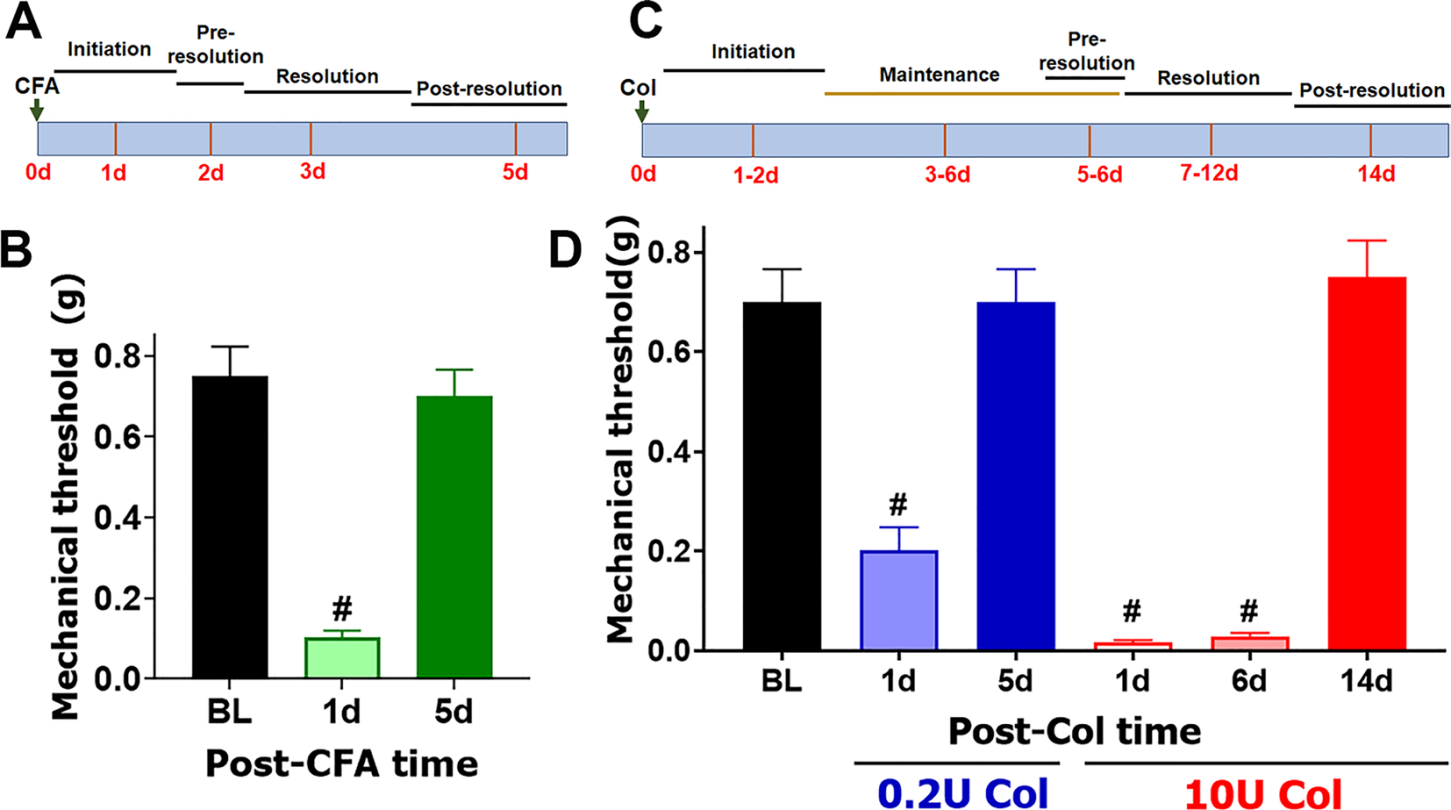
Col- and CFA-induced mechanical hypersensitivity in male mice. (**A**) Schematic representation for pain conditions phases after CFA injection into MM. (**B**) Mechanical hypersensitivity at 1d and 5d post-CFA injected intro-MM in male mice. Statistical analysis is 1-way ANOVA Bonferroni’s post-hoc test (# *P* < 0.0001; n = 8). (**C**) Schematic representation for pain conditions phases after Col injection into MM. (**D**) Mechanical hypersensitivity at 1d and 5d post-0.2U Col and 1d, 6d and 14d post 10U Col injected intro-MM in male mice. Statistical analysis is 1-way ANOVA Bonferroni’s post-hoc test (# *P* < 0.0001; n = 8). X-axis indicates time post injection and injected reagent. Y-axis shows mechanical threshold assessed by von Frey filaments in an orofacial area above MM using up-down approach.

**Figure 2:**
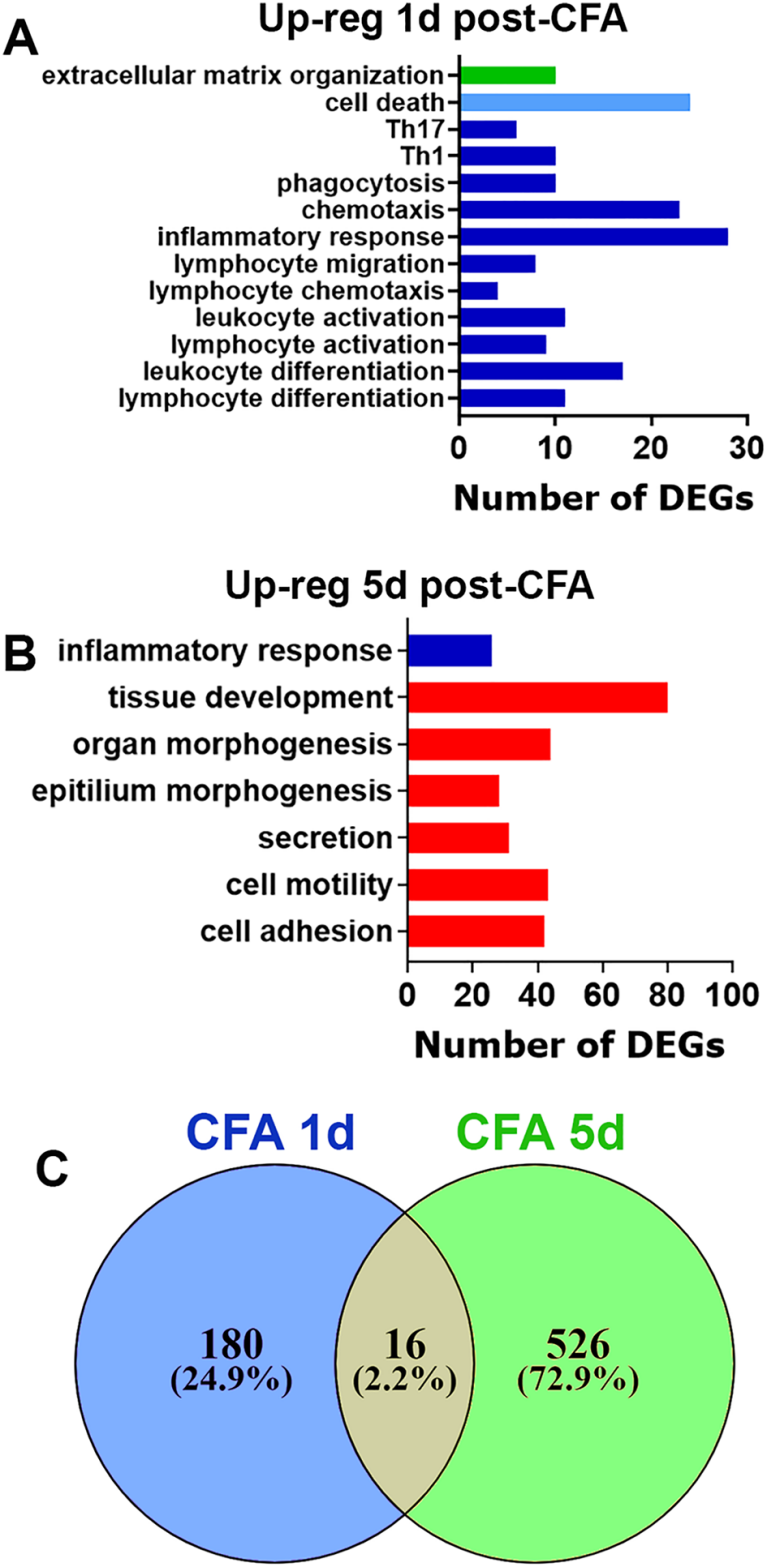
CFA-induced regulation of differential expressed genes (DEGs) in the masseter muscle (MM). (**A**) Biological processes for up-regulated DEGs at 1d post-CFA. (**B**) Biological processes for up-regulated DEGs at 5d post-CFA. (**C**) Venn diagrams of CFA-induced up-regulation of DEGs in the MM at 1d and 5d post-CFA. X-axis on the panels A, B represents numbers of DEGs. Y-axis notes biological processes.

**Table 1:** Examples of up-regulated DEGs in MM at 1d post-CFA injection.

ID	BL	CFA 1d	FC	Name
*Cxcl3*	0	80.00	Inf	Chemokine (C–X–C motif) ligand 3
*Cxcl2*	0.3	382.5	1062.4	Chemokine (C–X–C motif) ligand 2
*Saa3*	1.9	1438.1	733.9	Serum amyloid A 3
*Ccl3*	0.9	102.2	107.3	Chemokine (C–C motif) ligand 3
*Saa1*	4.0	315.2	77.1	Serum amyloid A 1
*Ccl7*	8.4	604.9	71.3	Chemokine (C–C motif) ligand 7
*Cxcl5*	2.1	148.3	69.4	Chemokine (C–X–C motif) ligand 5
*Ccl4*	2.2	102.3	44.8	Chemokine (C–C motif) ligand 4
*Il6*	1.2	55.3	44.0	Interleukin 6
*Ccl12*	3.1	99.5	31.8	Chemokine (C–C motif) ligand 12
*Il1b*	19.0	557.5	29.3	Interleukin 1 beta
*Ccl2*	18.4	398.2	21.6	Chemokine (C–C motif) ligand 2
*Clec4n*	6.2	134.4	21.3	C-type lectin domain family 4, member n
*Clec4d*	14.3	305.3	21.2	C-type lectin domain family 4, member d
*Arg1*	39.5	658.9	16.6	Arginase
*Osm*	4.7	74.9	15.7	Oncostatin M
*Msr1*	29.0	296.7	10.2	Macrophage scavenger receptor 1
*Tnf*	5.3	51.1	9.6	Tumor necrosis factor
*Ccl8*	33.6	295.0	8.8	Chemokine (C–C motif) ligand 8
*Ccr5*	32.5	262.7	8.1	Chemokine (C–C motif) receptor 5
*Ccr1*	47.3	301.3	6.4	Chemokine (C–C motif) receptor 1
*Aif1*	21.1	134.0	6.3	Allograft inflammatory factor 1
*Ccl9*	329.0	1840.0	5.6	Chemokine (C–C motif) ligand 9
*Ccr2*	182.0	712.9	3.9	Chemokine (C–C motif) receptor 2

MM was isolated at a post-resolution time point, 5d post CFA (n = 3), and bulk RNA-seq was performed^29^. Using the same selection criteria as above, 542 DEGs were up-regulated and only 18 down-regulated, which did not fit into any biological process (Fig. 2C). 

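At 5d post-CFA, 121 DEGs were up-regulated and 6 down-regulated against the vehicle group, and the groups did not overlap in 19.5% of 14026 tested genes, where chance gives 10%. DESeq2 gave 462 up-regulated and 65 down-regulated DEGs, and edgeR with DESeq2's size factors 50 and 3. With the 6 vehicle-treated mice of both experiments as the reference, no gene passed (0 and 0), and 1525 genes had an unadjusted p under 0.05. Fits that each left out 1 mouse gave from 0 to 893 up-regulated and from 0 to 129 down-regulated DEGs. The largest decreases were in Rnd1, with a log2 fold change of -1.47 (SE 0.21), Fhl2, with -1.31 (SE 0.22), and Alpl, with -1.26 (SE 0.20). Their adjusted p-values were 0.0397, 0.0484 and 0.0447 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). Lmod2 and Ebf1 followed, with -1.17 (SE 0.19) and -1.16 (SE 0.15). All 5 had groups that did not overlap.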

Inflammatory processes were substantially resolved. However, a set of DEGs (*Saa3, Ccl3, Aif1*) up-regulated at 1d post-CFA were still present. 

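As a set, chemokine genes were higher at 5d post-CFA, in 18 of 23 tested genes, with a median log2 fold change of 1.37 (camera, Benjamini-Hochberg adjusted p = 3.24e-09 on edgeR's normalized counts). Fry gave an adjusted p of 0.103 in limma, and the other alternatives kept the set under 0.05. Of the 4 splits of the 6 mice that part as many same-numbered pairs, 2 gave a camera p at least as small. The mean log2 CPM of these genes was 1.92 to 2.59 in the mice at 5d. Salivary gland marker scores were also higher in all mice at 5d than in the vehicle group. Gland tissue in the dissected muscle was not tested as an explanation of the higher set. Whether the change differed between 1d and 5d was not tested. The paper states that inflammation had largely resolved by 5d.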

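At 5d post-CFA, Saa3 and Ccl3, both at the floor of 3 counts or fewer in every vehicle-treated mouse, were at least 27-fold and 8.74-fold higher. Their adjusted p-values were 0.0368 and 0.0447 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). Saa3 ranged over 1.01 to 3.65 CPM and Ccl3 over 0.703 to 1.25 CPM in the 3 mice. Aif1, on chromosome 17 from 35307936 to 35313013, had 5.14 ± 1.7 (SD, n = 3) and 0.744 ± 0.48 (SD, n = 3) CPM at 5d and in the vehicle group and a log2 fold change of 2.78 (SE 0.53). Its adjusted p was 0.0664 with edgeR and 6.97e-05 with DESeq2. The groups did not overlap for any of the 3 genes.

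**Figure D4:**
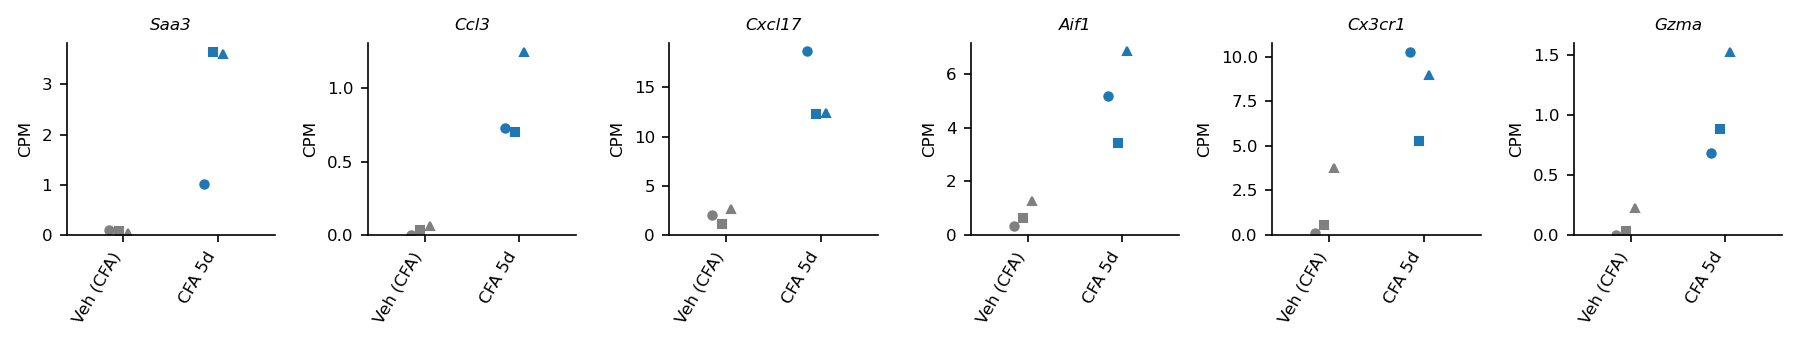
TMM-normalized CPM of 6 genes in the 3 vehicle-treated mice and the 3 mice at 5d post-CFA; the marker shape gives the replicate number. All mice at 5d lie above all vehicle-treated mice in each panel.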

Additionally, distinct immune system related DEGs compared to 1d post-CFA (*Cxcl17, Cx3cr1, Tlr3, Gzma, Itgax*) were upregulated at 5d post-CFA (Fig. 2B). 

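Cxcl17, on chromosome 7 from 26185072 to 26197905, had 14.4 ± 3.67 (SD, n = 3) and 1.93 ± 0.748 (SD, n = 3) CPM at 5d post-CFA and in the vehicle group, a log2 fold change of 2.90 (SE 0.35) and an adjusted p of 0.0317 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). The log2 fold change was 2.95 (SE 0.53) for Itgax, 1.20 (SE 0.30) for Tlr3, 2.44 (SE 0.97) for Cx3cr1 and 3.46 (SE 0.91) for Gzma, none of which passed with edgeR. Their adjusted p-values in edgeR's test were 0.0565, 0.117, 0.32 and 0.131. DESeq2 called Itgax and Tlr3, with adjusted p-values of 1.93e-05 and 0.0143. It did not call Cx3cr1, with an adjusted p of 0.0853, or Gzma, with 0.0322, whose mean RPKM was not over 1. Itgax shares 9.6% of its 50-base windows with Itgad. Every mouse at 5d was above every vehicle-treated mouse for all 5 genes. Of the 8 genes that the paper names at 5d, 3 were DEGs with edgeR and 6 with DESeq2. Over the list alone, 8 had an adjusted p under 0.05 in edgeR's test, which shows no stability because the list was selected from these mice.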

Generally, as low as 16 upregulated DEGs overlapped when 1d compared to 5d post-CFA time points (Fig. 2C). 

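With edgeR, no up-regulated gene was shared by 1d and 5d post-CFA, because no gene passed at 1d. With DESeq2, 14 genes were shared between 45 and 462, where 1.39 are expected by chance among 13709 genes tested in both comparisons. Both days were compared with the same vehicle-treated mice, so an excess over this value can come from the shared reference alone. Whether the changes of single genes differed between the days was not tested.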

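Collagen genes were taken as a set for extracellular matrix. At 5d post-CFA, 25 of 38 were higher, with a median log2 fold change of 0.13 (camera, Benjamini-Hochberg adjusted p = 0.144 on edgeR's normalized counts). Against the vehicle-treated mice of both experiments the median reversed to -0.20. Of the 6 fits that each left out 1 mouse, camera's adjusted p for collagens was under 0.05 in 2. For keratins and sarcomere genes it was under 0.05 in all 6. Keratins were higher, with medians from 1.99 to 2.57 and adjusted p-values from 1.33e-16 to 5.57e-11. Sarcomere genes were lower, with medians from -0.40 to -0.14 and adjusted p-values from 2.2e-07 to 0.0187. Besides Saa3, the largest increases among the DEGs were in Csn3, with a log2 fold change of 6.06 (SE 1.01), Crabp2, with 4.71 (SE 0.73), Cldn22, with 4.71 (SE 0.74), and Calml3, with 4.62 (SE 0.54). Their adjusted p-values were 0.0483, 0.0416, 0.0423 and 0.0281 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). Cldn22 shares 44.8% of its 50-base windows with Cldn24. Of the 121 up-regulated DEGs, 31 follow the expression of salivary gland markers in the other libraries, and the mean log2 CPM of these markers was 7.83 to 9.27 at 5d and 1.05 to 6.07 in the vehicle group. PANTHER's processes were not recomputed.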

Biological processes at 5d post-CFA, when mechanical responses were on baseline levels, were dominated by genes involved in various cellular and extracellular matrix repair and developmental processes (Fig. 2B). In summary, biological processes at 1d (mechanical hypersensitivity) and 5d post-CFA (return to baseline nociception level) were found to be significantly different. Transcriptomic changes in the MM triggered at 1d post-injection of CFA were mainly represented by genes controlling chemotactic activity for monocytes and neutrophils. DEGs were linked to tissue repair processes and only few pro-inflammatory genes were up regulated in MM at 5d post administration.

### Low dose (0.2U) collagenase-induced transcriptomic/gene changes in the MM

We used different dosages of Col to produce TMDM hypersensitivity after intra-MM injection. An increase in Col dosage prolonged hypersensitivity (i.e. effect is measured in post-injection days). A 10% effective dose (ED_10_) was generated with approximately 0.2U, while 8, 10 and 15U Col produced similar maximum effect (i.e. longest-lasting hypersensitivity). Hence, EDmax could be any Col dosage between 8 and 15U; we selected 10U. So, tissue damage was mimicked with a low (0.2U) or high (10U) dose MM injections of Col. Low and high Col doses produced dramatically different trajectories for TMDM hypersensitivity development. A low Col dose-induced hypersensitivity development trajectory was similar to CFA (Fig. 1A,D). Low (0.2U) dose Col injections induced mechanical hypersensitivity in orofacial area, which was detected at 1d, but not 6d post injection (1-way ANOVA; F (2, 21) = 23.05; *P* < 0.0001; n = 8; Fig. 1D). High Col dosages generated a long lasting hypersensitivity with distinct phases (Fig. 1C). Thus, at a high dose of Col (10U) we found that mechanical hypersensitivity lasted at least 2 weeks with day 5–6 post-injection as a bifurcation point in the hypersensitivity developmental trajectory (1-way ANOVA; F (3, 28) = 68.00; n = 8; *P* < 0.0001; Fig. 1D).

We then isolated MM at 1d and 5d post Col (n = 3–4) and bulk RNA-seq was performed as previously described^29^. 

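For the low dose, 0.2U Col, the labels give 4 mice of a group named 1C and 4 mice of a group named RPC, without saying which of them was collected at 1d and which at 5d. The groups were therefore kept under their labels and compared separately with the 3 vehicle-treated mice of the Col experiment, whose collection day is not given either. Reads counted on genes ranged from 16450240 to 18299555 (median 18168296.5) in group 1C, from 19967262 to 25902295 (median 22390317.5) in group RPC and from 21284802 to 23862787 (median 21468662) in the vehicle group. Library preparation, as the paper describes it, and the test were those of the CFA experiment, and 14493 and 14269 genes were tested. The authors' counting named reads assigned to no gene in a different form in the Col experiment than in the CFA experiment. Whether the counting itself differed between the experiments is not stated. With edgeR, group 1C had 0 up-regulated and 0 down-regulated DEGs, with 1819 genes at an unadjusted p under 0.05, and group RPC had 0 and 0, with 1923. The alternative that moved the counts most was DESeq2, with 266 and 39 in group 1C and 109 and 43 in group RPC. With the replicate number as a block, up-regulated DEGs numbered 1 and 10; the mean r of same-numbered mice, which are different animals, was -0.123 and 0.165. The groups did not overlap with the vehicle group in 10.3% and 12.1% of the tested genes, where chance gives 5.7% for 4 mice against 3.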

For 1d post-Col and RPKM > 1, FC > 2 and Padj < 0.05 selection, 93 DEGs were up-regulated and 11 down-regulated (Fig. 3C). Up-regulated DEGs upon 0.2U Col treatment showed biological processes associated with tissue repair, including extracellular matrix reorganization and epithelial cell development, and lipid metabolism (Fig. 3A). Many of the upregulated DEGs related to tissue repair were associated with epidermis development (*Krt14, Ktr15, Krt17, Krt77, Ktr79, Fgfr3, Evpl*) or extracellular matrix organization (*Col9a1, Col9a2, Col9a3, Col10a1, Wnt3a, Mmp20*). Lipid metabolic processes were mainly for membrane lipid biosynthesis processes of sphingolipid biosynthetic process (*Abca12*, *Pnpla1, Elovl3, Elovl4, Elovl6*) and fatty acid biosynthetic process (*Alox12E, Elovl3, Elovl4, Elovl6*) (Fig. 3A). Sphingolipids and fatty acids play a vital role in orchestrating the inflammatory response and consequently the development of pain/hypersensitivity in many conditions (more than 4000 citations, including^30–32^). Interestingly, low Col dosage did not trigger upregulation of inflammatory processes at 1d post-administration (Fig. 3A). Down regulated DEGs by 0.2U Col did not highlight any biological process according to a statistical over-representation test. At 5d post-Col, only 18 DEGs were up-regulated and 8 down-regulated. Among these up-regulated 18 DEGs, 5 were related to fatty acid metabolic process (*Adipod, Fasn, Scd1, Pck1 and Elovl6;* Fig. 3B). It seemed that the repair process was completed by 5d post-Col (0.2U) (Fig. 3B). 

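In the low dose groups, Ucp1, on chromosome 8 from 85814247 to 85822355, had 200.1 ± 165 (SD, n = 4) and 1.21 ± 1.04 (SD, n = 3) CPM in group 1C and the vehicle group, a log2 fold change of 7.38 (SE 1.63). In group RPC it had 78.5 ± 31.4 CPM (SD, n = 4), a log2 fold change of 6.30 (SE 0.90). Elovl6, on chromosome 3 from 129235304 to 129341413, had log2 fold changes of 4.85 (SE 1.11) in 1C, where 1 of the 4 mice lay within the vehicle group, and 1.57 (SE 0.26) in RPC. Slc2a3, on chromosome 6 from 122677827 to 122751658, had log2 fold changes of -1.33 (SE 0.26) and -1.32 (SE 0.39), and Hs3st5, on chromosome 10 from 36226620 to 36554203, of -1.44 (SE 0.30) and -1.51 (SE 0.33), in that order. In group 1C, edgeR's adjusted p was 0.246 for Ucp1, Slc2a3 and Hs3st5 and 0.251 for Elovl6, and in group RPC it ranged from 0.227 to 0.285. DESeq2 called all 4 genes in both groups, with adjusted p-values from 5.4e-05 to 0.0036 in 1C and from 4.93e-07 to 0.0374 in RPC. Under the replicate block edgeR called none of the 4 genes, with adjusted p-values of 0.616 in 1C and from 0.108 to 0.181 in RPC, and same-numbered mice had a mean r of -0.123 and 0.165. Apart from Elovl6 in 1C, every treated mouse lay on 1 side of every vehicle-treated mouse. DEGs shared by the groups numbered 0 in both directions with edgeR. With DESeq2, 23 up-regulated and 12 down-regulated DEGs were shared, where 1.53 and 0.12 are expected by chance. Both groups were compared with the same vehicle-treated mice, so an excess over these values can come from the shared reference alone. In group 1C, the score of white fat markers was above every vehicle-treated mouse in 3 of 4 mice, which bears on Ucp1 and Elovl6, genes expressed in fat. The score of brown fat markers was 3.14 to 7.03 in 1C and 3.69 to 4.82 in RPC, above the 1.52 to 2.04 of the vehicle group in all mice.

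**Figure D5:**
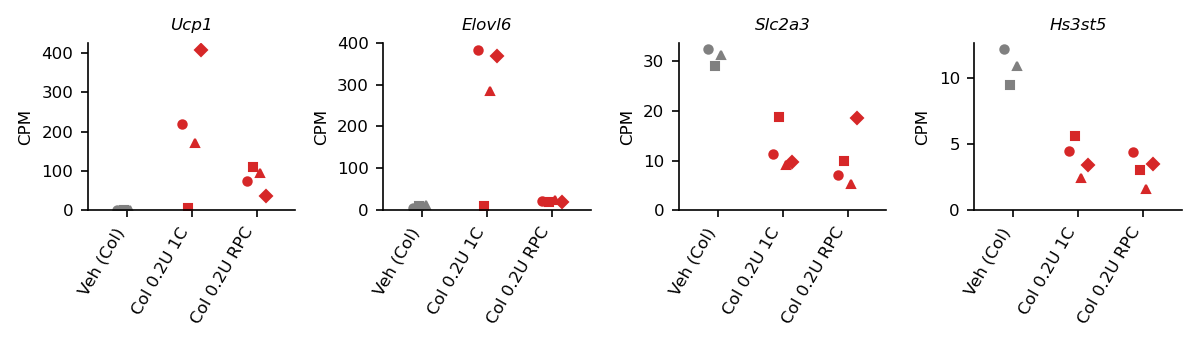
TMM-normalized CPM of Ucp1, Elovl6, Slc2a3 and Hs3st5 in the 3 vehicle-treated mice and the 4 mice of each 0.2U Col group; the marker shape gives the replicate number. For Slc2a3 and Hs3st5, all treated mice lie below all vehicle-treated mice.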

Only two DEGs remained up-regulated (*Ucp1, Elovl6*) and only two down-regulated (*Slc2a3, Hs3st5*) after 5d post-Col (*Supplementary material*). 

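Keratin genes, a set for epithelium, were higher after 0.2U Col in 15 of 20 tested genes of group 1C, with a median log2 fold change of 1.41, and in 16 of 18 of group RPC, with 1.09. Camera's Benjamini-Hochberg adjusted p, on edgeR's normalized counts, was 7.38e-10 and 0.000536; fry's, in limma, was 0.173 and 0.354. Over all alternatives camera's and fry's adjusted p for keratins ranged from 2.46e-20 to 0.173 in 1C. Of the 7 fits that each left out 1 mouse, camera's adjusted p for collagens was under 0.05 in 7 in 1C and in 2 in RPC. Their median log2 fold changes were 0.16 to 0.73 in 1C and -0.08 to 0.48 in RPC. Lipid metabolism genes were under 0.05 in all 7 fits of both groups, with medians of 0.24 to 0.51 and 0.10 to 0.30. Chemokine genes had medians of 0.24 and 0.55, with camera's adjusted p at 0.0144 in 1C and 0.0776 in RPC. Fry's adjusted p for chemokines in 1C was 0.24 in limma. Of the 7 fits that each left out 1 mouse, camera's adjusted p for chemokines was under 0.05 in 4 in 1C and in 1 in RPC. Without the low-count filter, camera's adjusted p in RPC was 0.0136. With the replicate number as a block, camera's adjusted p was 4.01e-07 and 1.8e-05 for keratins and 0.00703 and 0.10 for chemokines, with a mean r of -0.123 and 0.165 for same-numbered mice. The markers of epidermis and of cartilage were above every vehicle-treated mouse in all 4 mice of group 1C and in 2 of 4 mice of group RPC. The paper links the low dose to repair of tissue and not to inflammation, from the processes of its DEGs.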

Overall, low dosage of Col (0.2U) produced acute orofacial hypersensitivity which was linked to tissue repair, but not inflammatory processes. These results suggest that tissue restoration was fully completed 5 days post injection.

**Figure 3:**
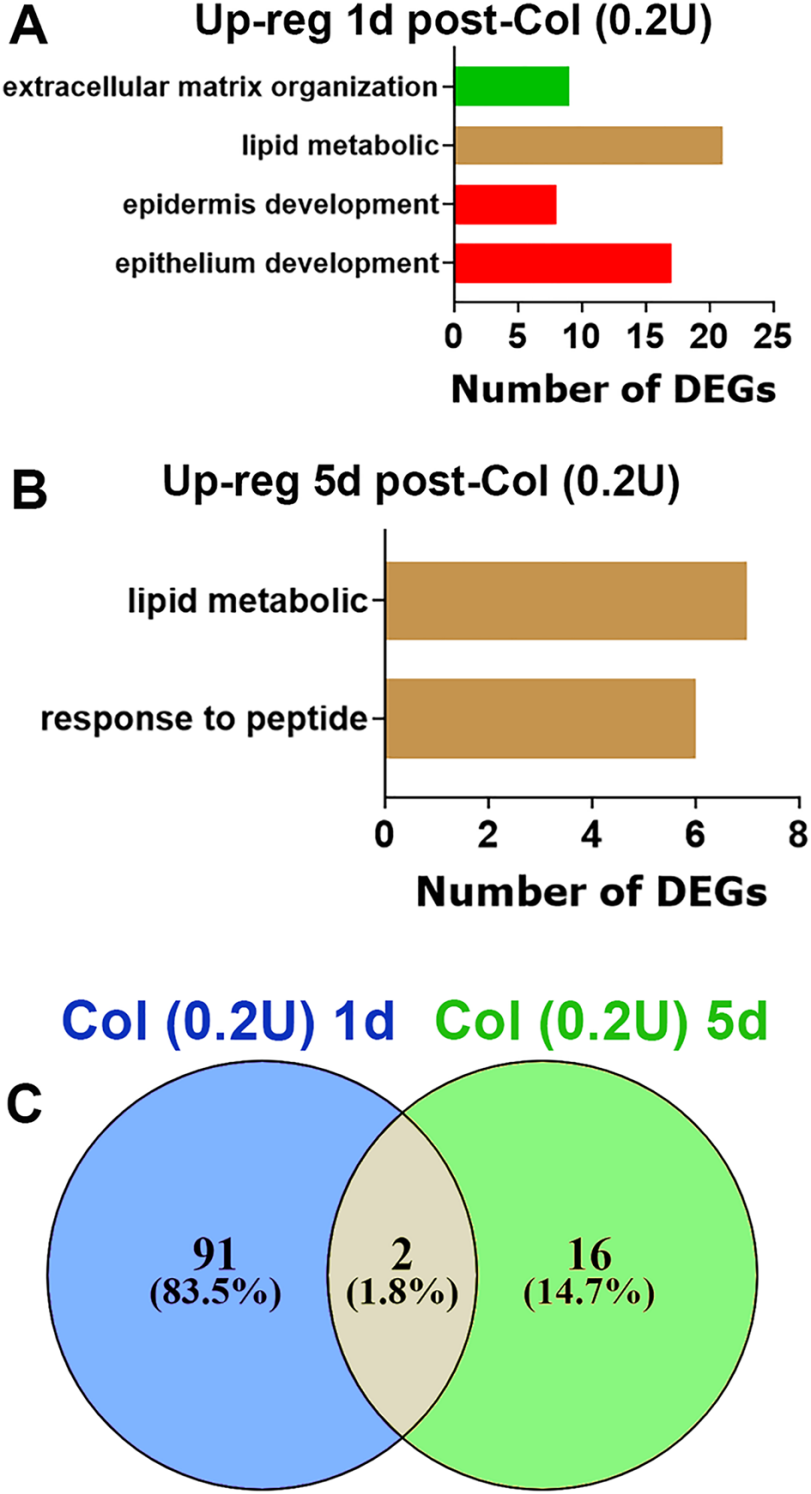
Collagenase type 2 (Col; 0.2U)-induced regulation of DEGs in the MM. (**A**) Biological processes for up-regulated DEGs at 1d post-Col (0.2U). (**B**) Biological processes for up-regulated DEGs at 5d post-Col (0.2U). (**C**) Venn diagrams of Col (0.2U)-induced up-regulation of DEGs in the MM at 1d and 5d post-Col (0.2U). X-axis on the panels A, B represents numbers of DEGs. Y-axis notes biological processes.

### High dose (10U) collagenase-induced transcriptomic/gene changes in the MM

According to observed development of high dose-induced TMDM hypersensitivity, we isolated MM (n = 3–4) at 1d, 6d and 14d post Col (10U) and evaluated transcriptomic at these time points. 

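For the high dose, 10U Col, the labels give 4 mice collected after 2 days, 3 after 6 days and 4 after 12 days, which were taken as the paper's 1d, 6d and 14d groups. They were compared with the 3 vehicle-treated mice of the Col experiment used for the low dose. Reads counted on genes ranged from 15759560 to 27573542 (median 16501168.5) at 1d, from 18063685 to 21951332 (median 19417608) at 6d and from 14843778 to 19759399 (median 16662104.5) at 14d. The share of reads left out as ambiguous between genes was 0.559% to 0.703% in these 11 libraries and 0.125% to 0.26% in the other 20, as the authors' counting recorded it. Whether the counting used the strand of the reads is not stated for any library. Filters and tests were those of the CFA experiment, which left 14373 genes at 1d, 14281 at 6d and 14176 at 14d.

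**Figure D6:**
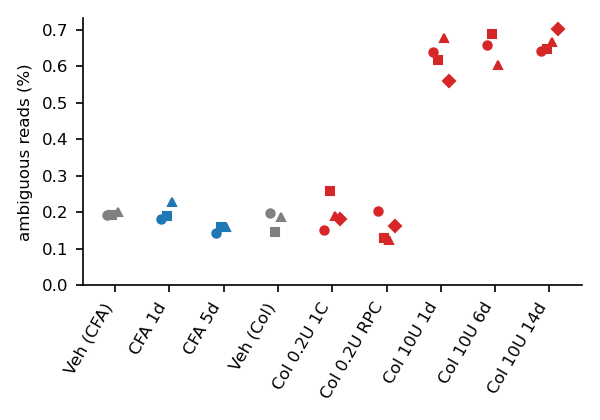
Percent of reads left out as ambiguous between genes in each of the 31 libraries; the marker shape gives the replicate number. The 11 libraries of 10U Col lie from 0.559% to 0.703% and all others from 0.125% to 0.26%.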

DEGs selection criteria was as above. At 1d post-Col, 334 DEGs were up and 464 DEGs were down-regulated. 

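At 1d post-Col (10U), 138 DEGs were up-regulated and 115 down-regulated with edgeR, and the groups did not overlap in 24.2% of tested genes, where chance gives 5.7%. Leaving out the mouse with replicate number 4 at 1d raised the counts to 1374 and 1493, and leaving out number 3 of the vehicle group gave 332 and 140. Each of the other 5 mice left out lowered them, to between 10 and 18 and between 2 and 9. DESeq2 gave 1004 and 834, and with all 31 libraries in a shared fit edgeR gave 1146 and 862. DEGs whose groups do not overlap were ranked by edgeR's fitted log2 fold change. The largest increases were in C230091D08Rik, 4930429F24Rik, Gm5088, Sh2d7 and Saa3, which had at most 3 counts in every vehicle-treated mouse. They were at least 182-fold, 86.1-fold, 242-fold, 59.4-fold and 33.1-fold higher. Their adjusted p-values ranged from 0.000207 to 0.0483 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). The lower bounds do not follow the fitted ranking, and other DEGs can have higher bounds. In the same ranking, the largest decreases were in Chrnb4, Sco2 and Amelx, and in Tpt1 and Tmem140. Chrnb4, Sco2 and Amelx were at the floor at 1d and at least 32.5-fold, 24.8-fold and 12.9-fold lower. Tpt1 had a log2 fold change of -7.37 (SE 0.78) and Tmem140 of -5.63 (SE 0.21), with adjusted p-values of 0.00973 and 4.84e-05 in edgeR's test. Of these 10 genes, all but Saa3, Chrnb4 and Amelx lay on 1 side of the 20 other libraries in all 11 libraries of 10U Col, at every time point. Several have a gene on the opposite strand within 5000 bp: Tmem30a for 4930429F24Rik, Cib2 for Sh2d7, Ncaph2 for Sco2, Arhgap6 for Amelx and 3110062M04Rik for Tmem140. All 50-base windows of Sco2 also occur in transcripts of Ncaph2.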

Inflammatory processes dominated up-regulated DEGs at 1d post-Col (Fig. 4A). 

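Chemokine genes were higher at 1d post-Col (10U) in 20 of 25 tested genes, with a median log2 fold change of 2.21 (camera, Benjamini-Hochberg adjusted p = 4.4e-06 on edgeR's normalized counts). Fry gave an adjusted p of 0.103 in limma, the only alternative that moved it past 0.05. The mean log2 CPM of the set was 1.93 to 3.33 in the 4 mice at 1d and 0.75 to 1.26 in the 3 vehicle-treated mice. The paper states that inflammation led the processes raised at 1d.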

Down-regulated DEGs were associated with muscle damage and reductions of aerobic cellular respiration (Fig. 4B). 

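Sarcomere genes were lower at 1d post-Col (10U) in 36 of 49 tested genes, with a median log2 fold change of -1.22, and respiratory chain genes in 72 of 74, with -1.11. Camera's Benjamini-Hochberg adjusted p, on edgeR's normalized counts, was 1.09e-07 and 6.54e-18. Fry's, in limma, was 0.0793 and 0.173, and over all alternatives the medians ranged from -1.44 to -0.96 for sarcomere genes and from -1.46 to -0.99 for respiratory chain genes. Of the 8 splits of the 7 mice that part as many same-numbered pairs, 1 gave a camera p as small as the real one for sarcomere genes and 4 did for respiratory chain genes, the real one included. Among the sarcomere genes, 6 were DEGs, and no respiratory chain gene was (0), although 72 of 74 were lower. The paper associates the down-regulated DEGs with muscle damage and with less aerobic respiration at 1d.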

At 6d post-Col, as many as 1623 DEGs were up, and 1648 DEGs down-regulated. 

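At 6d post-Col (10U), 1222 DEGs were up-regulated and 1012 down-regulated, and 47.4% of tested genes had groups that did not overlap, where chance gives 10%. DESeq2 gave 1361 and 1237. With the replicate number as a block, the counts were 718 and 526, and the mean r of same-numbered mice was -0.105 over 3 pairs. Fits that each left out 1 mouse gave from 441 to 1716 up-regulated and from 297 to 1287 down-regulated DEGs. Among the largest increases by fitted log2 fold change was R3hdml, with an adjusted p of 0.00221 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). It was at the floor of 3 counts or fewer in the vehicle group and at least 50.8-fold higher. C230091D08Rik, 4930429F24Rik, Gm5088 and Sh2d7 preceded it, as at 1d. R3hdml has 0610008F07Rik on the opposite strand within 5000 bp. The largest decreases were in Cst10, Dcpp1, Pip, Smr3a and Bpifa2e, genes of the salivary glands. Cst10 and Dcpp1 were at the floor at 6d, and Dcpp1 shares 47% of its 50-base windows with Dcpp2 and Dcpp3. Smr3a ranged over 0.507 to 2.14 CPM at 6d and 23.6 to 99570 CPM in the vehicle group, and the mean log2 CPM of salivary markers was -0.03 to 0.45 at 6d and 1.13 to 9.06 in the vehicle group.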

Analysis showed that at 6d post-Col, which is the last time point when hypersensitivity was detected, inflammation was elevated compared to 1d post-injection, tissue repair had begun and lipid metabolism was reduced, while cellular respiration and metabolism, especially lipid metabolism, had yet to be recovered (Fig. 4C,D). 

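At 6d post-Col (10U), collagen genes were higher in 26 of 40 tested genes, with a median log2 fold change of 0.69; lipid metabolism genes were lower in 44 of 58, with -0.67; and respiratory chain genes were lower in 72 of 75, with -0.97. Camera's Benjamini-Hochberg adjusted p, on edgeR's normalized counts, was 0.00311, 7.05e-05 and 9.4e-11. Chemokine genes had a median of 0.97 and a camera adjusted p of 0.00831, and sarcomere genes a median of -0.61 and 0.604. With the replicate number as a block, camera's adjusted p was 0.00271 for collagens, 2.45e-05 for lipid metabolism, 9.15e-10 for the respiratory chain and 0.0102 for chemokines, and same-numbered mice had a mean r of -0.105. Fry's adjusted p, in limma, was 0.173, 0.0793, 0.216 and 0.103, in the same order. White fat marker scores were 2.22 to 3.33 at 6d and 3.25 to 4.85 in the vehicle group. Whether the fat content of the dissected tissue explains the lipid metabolism set was not tested. The paper states that at 6d inflammation had risen, repair had started and lipid metabolism and respiration were still reduced.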

Upon orofacial myogenous mechanical hypersensitivity resolution at 14d post-Col, only 99 DEGs were up- and 65 down-regulated. It appeared that biological processes returned to homeostasis and none of them was up or down-regulated.

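At 14d post-Col (10U), 68 DEGs were up-regulated and 46 down-regulated with edgeR, against 196 and 187 with DESeq2 and 184 and 104 in the shared fit. The groups did not overlap in 17.1% of tested genes, where chance gives 5.7%. C230091D08Rik, 4930429F24Rik, Sh2d7 and Gm5088 rose most by fitted log2 fold change, followed by Ccdc73. Ccdc73 was at least 30.2-fold higher than a vehicle group at the floor, with an adjusted p of 0.00976 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). Ttr was at the floor at 14d and at least 338-fold lower. Sco2, Tpt1, Chrnb4 and Amelx had the largest fitted decreases after Ttr. Of the 114 DEGs, 64 belong to the genes that lay on 1 side in all 11 libraries of 10U Col, and 68.5% of the 111 DEGs with a gene model had a gene on the opposite strand within 5000 bp, against 43.8% in sets of matched expression.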

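At 14d post-Col (10U), the chemokine set had a median log2 fold change of 0.53, sarcomere genes -0.10 and respiratory chain genes -0.06. Camera's Benjamini-Hochberg adjusted p, on edgeR's normalized counts, was 0.29, 0.329 and 0.736. The mean log2 CPM of sarcomere genes was 8.42 to 8.72 in the 4 mice at 14d and 8.29 to 8.82 in the vehicle group. Of the 11 families tested at 14d, keratins alone had an adjusted p under 0.05 in that test. They were lower in 15 of 16 tested genes, with a median log2 fold change of -2.25 and a camera adjusted p of 1.53e-10 in limma, and the mean log2 CPM was 0.02 to 0.96 at 14d and 1.05 to 3.51 in the vehicle group. Epidermis marker scores were 1.48 to 1.73 at 14d and 2.23 to 2.95 in the vehicle group. Salivary gland scores were 0.57 to 2.23 at 14d and 1.13 to 9.06 in the vehicle group. The vehicle-treated mouse with the highest keratin score had the highest of both scores. Skin or gland tissue in the vehicle libraries was not tested as an explanation of the lower keratins. Keratins were lower in all 7 fits that each left out 1 mouse, with medians from -2.52 to -0.95 and camera adjusted p-values from 1.96e-14 to 6.2e-05; fry gave 0.192, the pooled vehicle groups 0.109 and the replicate block 2.05e-12, with a mean r of -0.036 for same-numbered mice. Collagens had a median of 0.59 and a camera adjusted p of 0.0823, which was under 0.05 in 4 of 7 fits that each left out 1 mouse, with medians from -0.12 to 0.85.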

**Figure 4:**
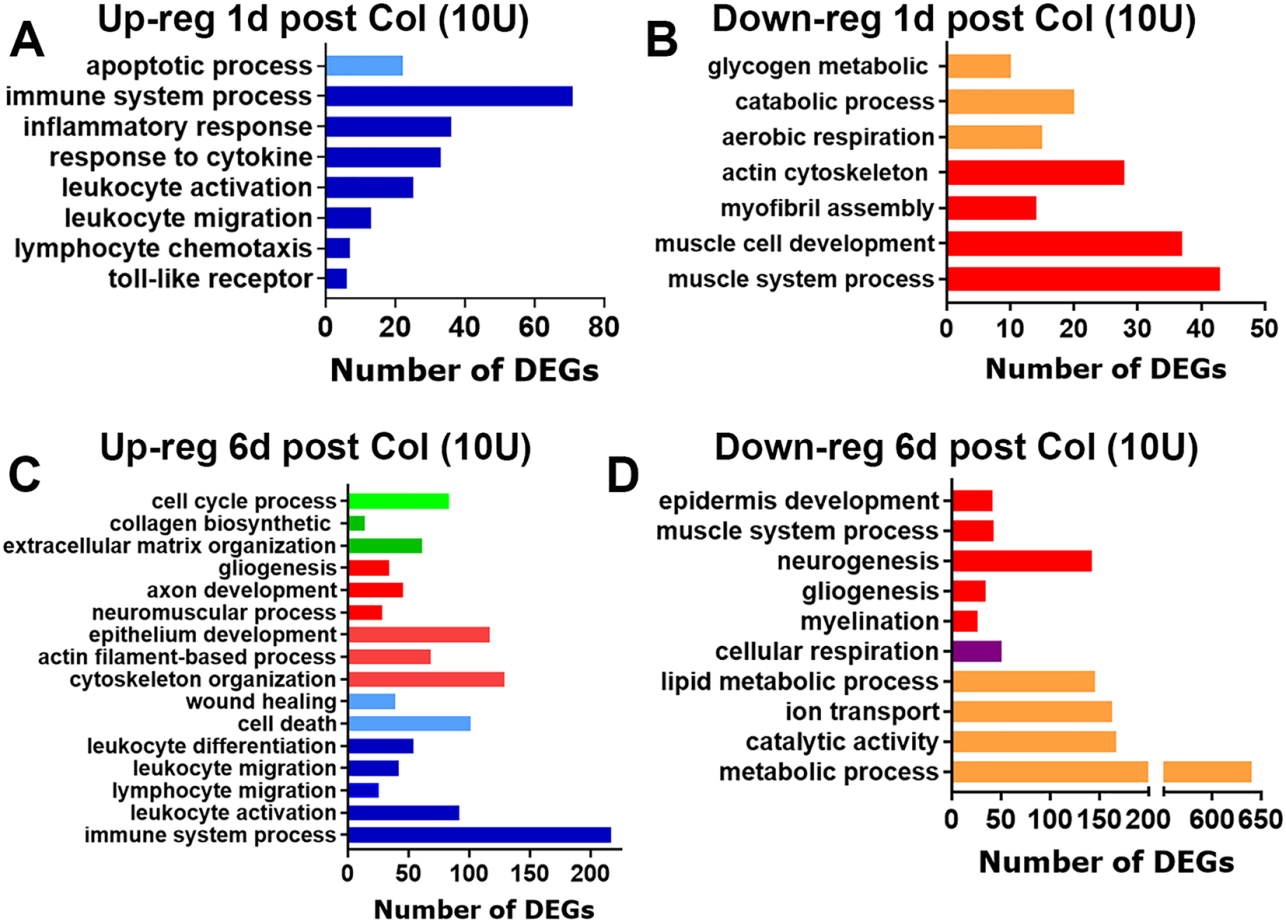
Up- and down-regulated biological processes in the MM after 10U Col treatments. (**A**) Biological processes for up-regulated DEGs at 1d post-Col (10U). (**B**) Biological processes for down-regulated DEGs at 1d post-Col (10U). (**C**) Biological processes for up-regulated DEGs at 6d post-Col (10U). (**D**) Biological processes for down-regulated DEGs at 6d post-Col (10U). The X-axis on the panels A-D represents numbers of DEGs. The Y-axis notes biological processes.

Next, we analyzed differences in inflammatory mediators (cytokines and chemokines) and processes at 1d post-injection of Col compared to CFA. CFA, 0.2U Col, and 10U Col initially (1d post-injection) produced substantially different expression changes in MM (Fig. 5A,B). However, like CFA, 10U Col treatment up-regulated certain numbers of the same pro-inflammatory genes (Table 2). Thus, common up-regulated DEGs for CFA and 10U Col intramuscular treatments included monocyte and neutrophil associated genes: *Cxcl2, Cxcl3, Cxcl5, Ccl2, Ccl7, Ccl8, Ccl12, Ccr5, Ccr2, Aif1, Mrc1, Msr1, Ms4a6b, Clec4d, Clec4n, Fcgr1, Mt2, Mcoln2, Runx1, Tlr1, Tlr4*, etc. 

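Since edgeR called no gene at 1d post-CFA, it gave no DEG shared by CFA and 10U Col at 1d. With DESeq2, 41 of 45 genes up-regulated by CFA were also up-regulated by 10U Col, where 3.08 are expected by chance, and 2 of 8 down-regulated genes, Odf3l2 and Pon1, were shared, where 0.48 are expected. The difference between the treatments was tested directly, each against its own vehicle group, with edgeR's quasi-likelihood test on 14794 genes. The change differed in 14 genes (Benjamini-Hochberg adjusted p under 0.05 and a difference over 1 on the log2 scale), of which 6 were higher with CFA and 8 with 10U Col; 1011 genes had an unadjusted p under 0.05. DESeq2 gave 105 genes, and fits that each left out 1 mouse from 4 to 104. Of the 14 genes, 13 lay on 1 side in all 11 libraries of 10U Col, whose counts differed in this way from all other libraries at every time point. CFA and Col were injected in separate experiments with their own vehicle groups, so the test compares treatments and experiments together. The 0.2U groups were not compared at 1d, as their time points are not stated in the labels or the paper's text.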

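Of the genes common to CFA and 10U Col, Ccl2 had a log2 fold change of 5.94 (SE 0.89) at 1d post-Col (10U), Ccl7 of 6.54 (SE 1.09), Clec4n of 6.01 (SE 0.77) and Fcgr1 of 3.46 (SE 0.59). Their adjusted p-values were 0.0337, 0.0408, 0.025 and 0.043 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). Cxcl5 and Cxcl2, at the floor in the vehicle group, were at least 88.6-fold and 71.4-fold higher, with adjusted p-values of 0.0483 and 0.0549 in edgeR's test. Mrc1, with 102 ± 45 (SD, n = 4) and 20.4 ± 10.5 (SD, n = 3) CPM, and Tlr4 had adjusted p-values of 0.0521 and 0.054 in that test and were DEGs with DESeq2. Of the 27 genes that the paper names as up-regulated at 1d post-Col, 9 were DEGs with edgeR and 26 with DESeq2, all were higher, and 23 had groups apart. Table 2 leaves out Il6 and Il1b for Col. Il1b had a log2 fold change of 3.10 (SE 1.08), and Il6, at the floor in the vehicle group, was at least 21.9-fold higher, with 0 counts in 1 of 4 mice. Their adjusted p-values were 0.0993 and 0.0854 with edgeR and 0.00896 and 0.00343 with DESeq2.

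**Figure D7:**
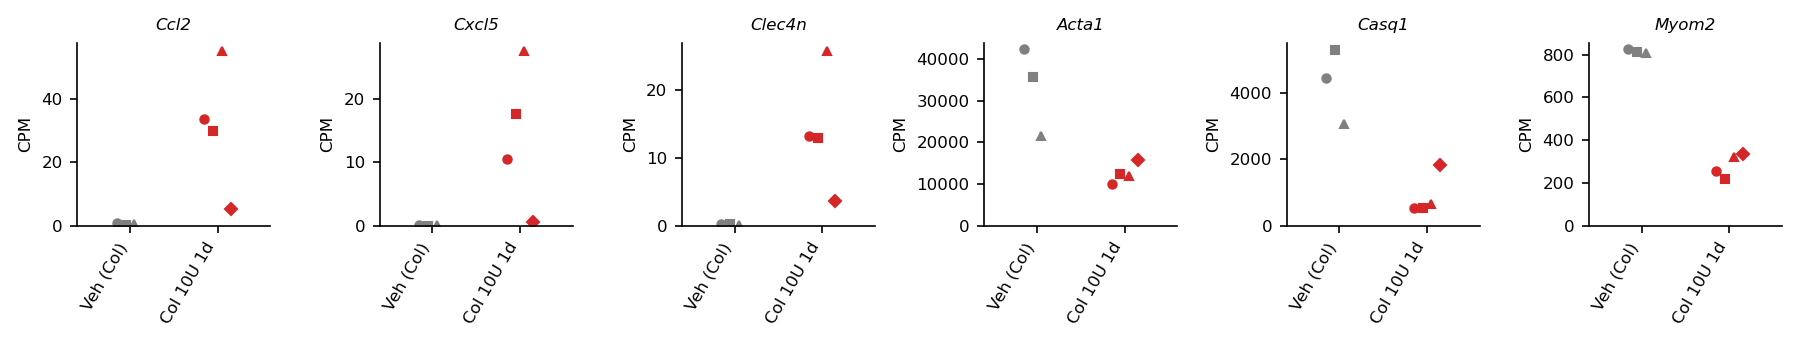
TMM-normalized CPM of 6 genes in the 3 vehicle-treated mice and the 4 mice at 1d post-Col (10U); the marker shape gives the replicate number. For Acta1, Casq1 and Myom2 all treated mice lie below all vehicle-treated mice.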

One of the main differences in biological processes at 1d post-injection between CFA and 10U Col treatment was that, unlike CFA, 10U Col administration led to up-regulation of genes linked to macrophage activation and the down-regulation of DEGs associated with muscle structure, muscle cell development and catabolic processes (Fig. 4B).

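At 1d post-CFA, sarcomere genes had a median log2 fold change of -0.25 and were lower in 30 of 49 tested genes (camera, Benjamini-Hochberg adjusted p = 0.194 on edgeR's normalized counts). In the test of the difference between the treatments, 42 of 49 sarcomere genes were lower with 10U Col than with CFA, each against its vehicle group, with a median difference of 0.91 on the log2 scale. Of these 49 genes, 16 had an unadjusted p under 0.05 and 0 differed after Benjamini-Hochberg adjustment over all genes with edgeR; DESeq2 gave 3.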

**Figure 5:**
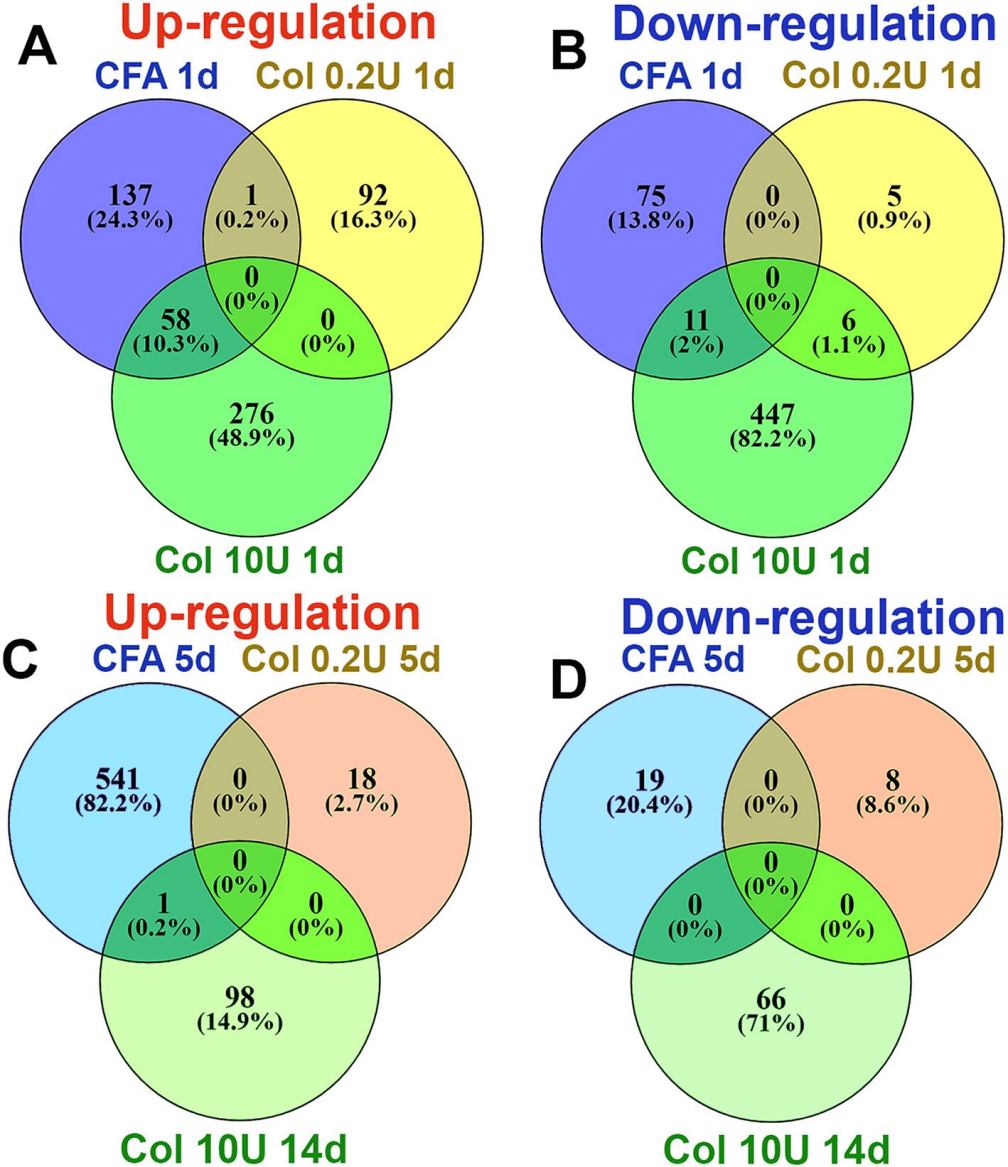
Comparisons of up- and down-regulated DEGs in the MM after CFA, 0.2U Col or 10U Col treatments. (**A**) Venn diagrams of CFA, 0.2U Col and 10U Col-induced up-regulation of DEGs in the MM at 1d post-treatments. (**B**) Venn diagrams of CFA, 0.2U Col and 10U Col-induced down-regulation of DEGs in the MM at 1d post-treatments as indicated on panels. (**C**) Venn diagrams of CFA, 0.2U Col and 10U Col-induced up-regulation of DEGs in the MM at 5d post-treatments. (**D**) Venn diagrams of CFA, 0.2U Col and 10U Col-induced down-regulation of DEGs in the MM at 5d post-treatments as indicated on panels.

**Table 2:** Examples of up-regulated DEGs in MM at 1d post-CFA or Col (10U) injection.

CFA	Col	Col & CFA	Name
*Cxcl3*	*Cxcl3*	+	Chemokine (C–X–C motif) ligand 3
*Cxcl2*	*Cxcl2*	+	Chemokine (C–X–C motif) ligand 2
*Saa3*	*Saa3*	+	Serum amyloid A 3
*Ccl3*	*Ccl3*	+	Chemokine (C–C motif) ligand 3
*Saa1*	–	−	Serum amyloid A 1
*Ccl7*	*Ccl7*	+	Chemokine (C–C motif) ligand 7
*Cxcl5*	*Cxcl5*	+	Chemokine (C-X-C motif) ligand 5
*Ccl4*	–	−	Chemokine (C–C motif) ligand 4
*Il6*	–	−	Interleukin 6
*Ccl12*	*Ccl12*	+	Chemokine (C–C motif) ligand 12
*Il1b*	–	−	Interleukin 1 beta
*Ccl2*	*Ccl2*	+	chemokine (C–C motif) ligand 2
*Clec4e*	–	−	C-type lectin domain family 4, member e
*Clec4n*	*Clec4n*	+	C-type lectin domain family 4, member n
*Clec4d*	*Clec4d*	+	C-type lectin domain family 4, member d
*Arg1*	–	−	Arginase
*Osm*	–	−	Oncostatin M
*Msr1*	*Msr1*	+	Macrophage scavenger receptor 1
*Tnf*	–	−	Tumor necrosis factor
*Ccl8*	*Ccl8*	+	Chemokine (C–C motif) ligand 8
*Ccr5*	*Ccr5*	+	Chemokine (C–C motif) receptor 5
*Ccr1*	–	−	Chemokine (C–C motif) receptor 1
*Aif1*	*Aif1*	+	Allograft inflammatory factor 1
*Ccl9*	–	−	Chemokine (C–C motif) ligand 9
*Ccr2*	*Ccr2*	+	Chemokine (C–C motif) receptor 2
*Msr1*	*Msr1*	+	Macrophage scavenger receptor 1
*Ms4a6b*	*Ms4a6b*	+	Membrane-spanning 4-domains, subfam A, m-6B
*Fcgr1*	*Fcgr1*	+	Fc receptor, IgG, high affinity I
*Runx1*	*Runx1*	+	Runt related transcription factor 1
*Tlr1*	*Tlr1*	+	Toll-like receptor 1
*Tlr4*	*Tlr4*	+	Toll-like receptor 4
–	*Tlr7*	−	Toll-like receptor 7
*Tlr13*	–	−	Toll-like receptor 13
–	*CD68*	−	CD68 antigen
–	*CD163*	−	CD163 antigen

At the time point preceding myalgia resolution (5-6d for 10U Col; Fig. 1C), expression and the number of pro-inflammatory DEGs were significantly increased compared to 1d post 10U Col (Fig. 4C,D). 

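The 3 mice at 6d were compared directly with the 4 mice at 1d post-Col (10U): 446 genes were higher and 341 lower at 6d with edgeR, and 649 and 644 with DESeq2. Fits that each left out 1 mouse gave from 99 to 875 and from 24 to 671. Of the 32 immune genes that the paper names as higher at 6d, 27 were higher and 11 passed with edgeR, against 14 with DESeq2. Over the list alone, 18 had an adjusted p under 0.05 in edgeR's test, which shows no stability, as the paper drew the list from these mice. The other 5 were lower at 6d: Il6, with a log2 fold change of -2.82 (SE 1.35), Il1b, with -0.65 (SE 0.77), Cd14, with -0.23 (SE 0.47), Cd53, with -0.12 (SE 0.47), and Cd80, with -0.08 (SE 0.55). None of the 5 passed in edgeR's test on these groups, with adjusted p-values from 0.232 to 0.95 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted), and Cd14, Cd53 and Cd80 changed sign when single mice were left out. Il6 was called lower at 6d with the replicate block, with an adjusted p of 0.0434, and without the mouse with number 4 at 1d, with 0.0158.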

The rise in pro-inflammatory DEG numbers accompanied wound healing and tissue repair processes, included partial muscle, glia, neuro-muscular junction, extracellular matrix, and epithelium repair (Fig. 4C), as well as drastic downregulation of metabolic processes (Fig. 4D). 

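After 10U Col, 89 up-regulated genes were shared by 1d and 6d, where 11.45 are expected by chance among 13993 genes tested in both. Of down-regulated genes, 70 were shared, where 8.32 are expected. Both days were compared with the same vehicle-treated mice, so an excess over these values can come from the shared reference alone. Of the DEGs, 62 of 253 at 1d and 80 of 2234 at 6d lay on 1 side in all libraries of 10U Col. That difference from all other libraries can also add to the overlap. With DESeq2, 530 and 518 were shared, and fits that each left out 1 mouse gave from 10 to 587 and from 2 to 647.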

Overall, expression changes in MM from 1 to 6d post-Col were dramatic (Fig. 6A,B). Next, we looked for a subset of immune system related DEGs that could be upregulated at 6d compared to 1d post-Col (10U). Thus, at 6d post-Col, biological processes in MM included accumulation of macrophages (*Cx3cr1, Ccl22, Mpeg1, lyz2, Csfr1*), natural killer (NK; *granzymes, CD53, Cd244*) and natural killer T cells (NKT; *Cxcl16*), dendritic cells (*Itgax, Cd48, Cd80, Cd86*) and T-cells (*Cd4, Cd40, Cd72*) (Table 3).

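Against the vehicle group, Cx3cr1, on chromosome 9 from 119957811 to 119977400, had 46.7 ± 19.6 (SD, n = 3) and 3.78 ± 1.59 (SD, n = 3) CPM at 6d post-Col (10U) and in the vehicle group, a log2 fold change of 3.62 (SE 0.42). Mpeg1 had a log2 fold change of 3.80 (SE 0.63), Ccl22 of 2.93 (SE 0.58), Lyz2 of 2.77 (SE 0.60) and Csf1r of 1.61 (SE 0.39). Adjusted p-values were 0.00292, 0.00828, 0.0135, 0.0175 and 0.0234, in that order (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). Cxcl16, Itgax and Cd4 had 2.45 (SE 0.25), 3.21 (SE 0.59) and 2.47 (SE 0.58), with 0.00219, 0.0111 and 0.0224 as adjusted p-values in edgeR's test. Gzme was at the floor in the vehicle group and at least 36.2-fold higher, and shares 19.3% of its 50-base windows with other granzyme genes. Csf1r, Cxcl16 and Mpeg1 have Hmgxb3, Zmynd15 and Dtx4 on the opposite strand within 5000 bp. Under the replicate block, with a mean r of -0.105 for same-numbered mice, edgeR's adjusted p was 0.0216, 0.0336, 0.0565, 0.0571 and 0.0724 for the first 5 genes. Against 1d post-Col, Cx3cr1, Cxcl16 and Cd4 were higher by 2.55 (SE 0.29), 1.83 (SE 0.29) and 2.95 (SE 0.42) on the log2 scale, with adjusted p-values of 0.00497, 0.0132 and 0.00947 in edgeR's test, and Lyz2 did not pass at 0.0537. Of the 50 genes that the paper names as up-regulated at 6d, 42 were DEGs with edgeR and 45 with DESeq2, and 49 had groups apart. From such genes, the paper concludes that macrophages, NK, NKT, dendritic and T cells had accumulated at 6d.

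**Figure D8:**
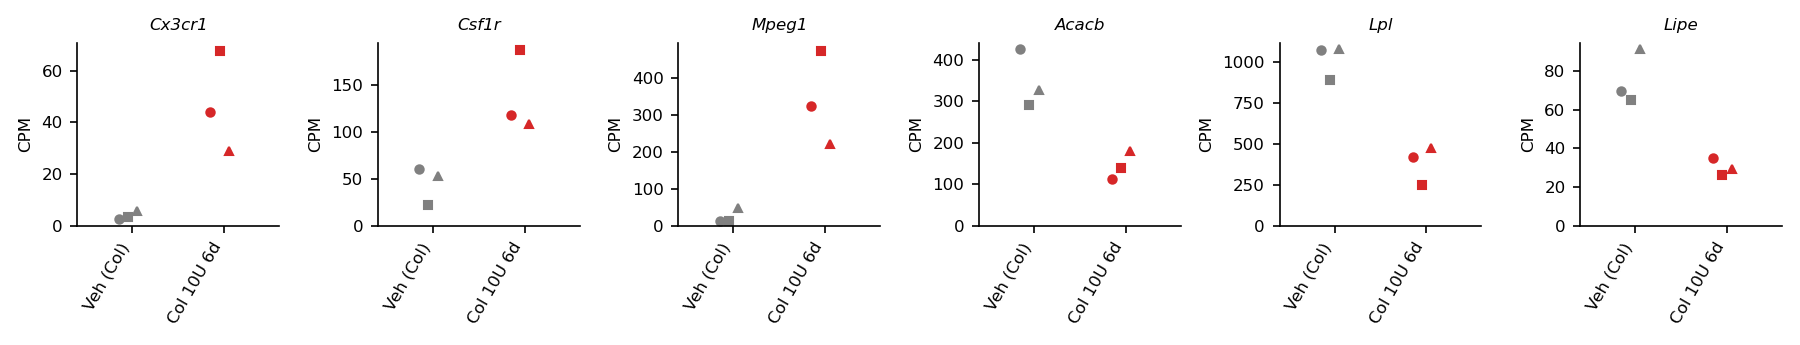
TMM-normalized CPM of 6 genes in the 3 vehicle-treated mice and the 3 mice at 6d post-Col (10U); the marker shape gives the replicate number. All mice at 6d lie above the vehicle group for Cx3cr1, Csf1r and Mpeg1 and below it for Acacb, Lpl and Lipe.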

**Figure 6:**
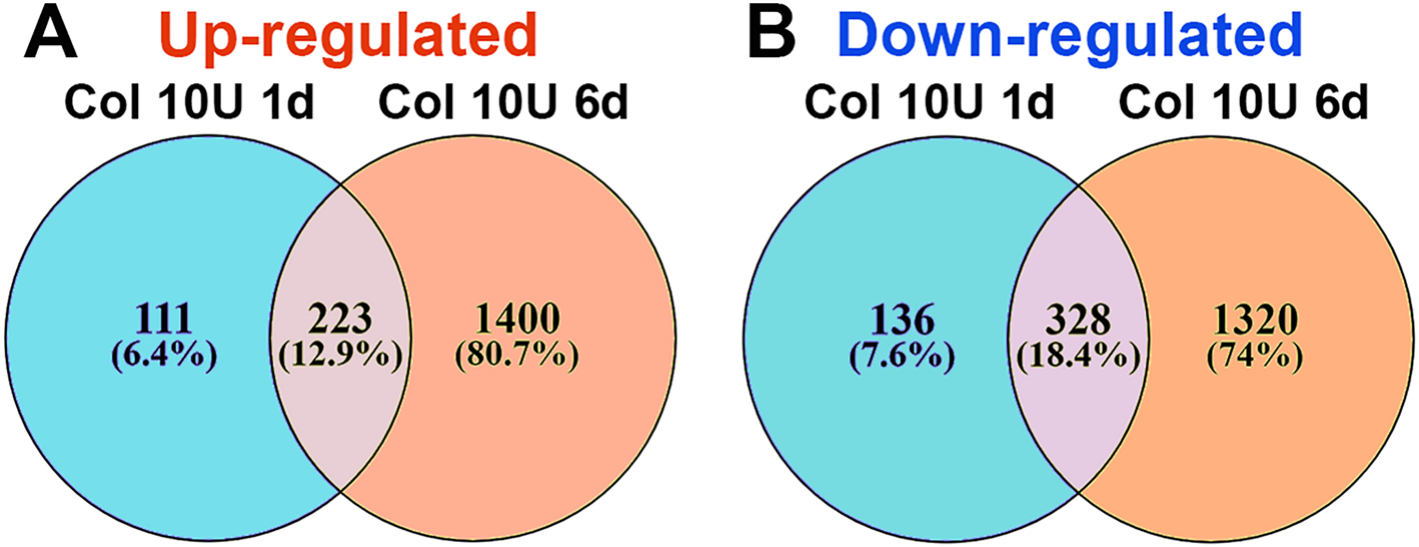
Comparisons of up- and down-regulated DEGs in the MM at different time points after 10U Col treatments. (**A**) Venn diagrams of 10U Col-induced up-regulation of DEGs in the MM at 1d and 6d post-treatments. (**B**) Venn diagrams of 10U Col-induced down-regulation of DEGs in the MM at 1d and 6d post-treatments as indicated on panels.

**Table 3:** Examples of up-regulated DEGs in MM at 6d compared to 1d post-Col (10U).

Col 1d	Col 6d	Col 1d & Col 6d	Name
*–*	*Gzme*	−	Granzyme E
*–*	*Gzmb*	−	Granzyme B
*Cxcl3*	*–*	−	Chemokine (C–X–C motif) ligand 3
*Ccl3*	*Ccl3*	+	Chemokine (C–C motif) ligand 3
*–*	*Cx3cr1*	−	Chemokine (C–X3–C motif) receptor 1
*Ccl7*	*Ccl7*	+	Chemokine (C–C motif) ligand 7
*–*	*Cxcl16*	−	Chemokine (C–X–C motif) ligand 16
*Ccl12*	*Ccl12*	+	Chemokine (C–C motif) ligand 12
*Ccl2*	*Ccl2*	+	Chemokine (C–C motif) ligand 2
*–*	*IL6*	−	Interleukin 6
*–*	*Il1b*	−	Interleukin 1 beta
*–*	*Il21r*	−	Interleukin 21 receptor
*Clec4n*	*Clec4n*	+	C-type lectin domain family 4, member n
*Clec4d*	*Clec4d*	+	C-type lectin domain family 4, member d
*–*	*Ccl5*	−	Chemokine (C–C motif) ligand 5
*Mrc1*	*Mrc1*	+	Mannose receptor, C type 1
*Msr1*	*Msr1*	+	Macrophage scavenger receptor 1
*–*	*Mpeg1*	−	Macrophage expressed gene 1
*Ccl8*	*Ccl8*	+	Chemokine (C–C motif) ligand 8
*Ccr5*	*Ccr5*	+	Chemokine (C–C motif) receptor 5
*–*	*Ccl22*	−	Chemokine (C–C motif) ligand 22
*–*	*Ccr7*	−	Chemokine (C–C motif) receptor 7
*Aif1*	*Aif1*	+	Allograft inflammatory factor 1
*–*	*Lyz2*	−	Lysozyme 2
*–*	*Csf1r*	−	Colony stimulating factor 1 receptor
*Ccr2*	*Ccr2*	+	Chemokine (C–C motif) receptor 2
*–*	*Tnfsf8*	−	TNF superfamily, member 8
*–*	*Tnfrsf23*	−	TNF receptor superfamily, member 22
*Ms4a6b*	*Ms4a6b*	+	Membrane-spanning 4-domains, subfam A, m-6B
*Tlr1*	*Tlr1*	+	Toll-like receptor 1
*-*	*Tlr2*	−	Toll-like receptor 2
*Tlr4*	*Tlr4*	+	Toll-like receptor 4
*Tlr7*	*Tlr7*	+	Toll-like receptor 7
*–*	*Tlr8*	−	Toll-like receptor 8
*–*	*Tlr9*	−	Toll-like receptor 9
*–*	*Itgax (Cd11c)*	−	Integrin alpha X
*–*	*Cd4*	−	CD4 antigen
*–*	*Cd14*	−	CD14 antigen
*–*	*Cd44*	−	CD44 antigen
*–*	*Cd48*	−	CD48 antigen
*–*	*Cd53*	−	CD53 antigen
*CD68*	*Cd68*	+	CD68 antigen
*–*	*Cd72*	−	CD72 antigen
*–*	*Cd74*	−	CD72 antigen
*–*	*Cd80*	−	CD80 antigen
*Cd84*	*Cd84*	+	CD84 antigen
*–*	*Cd86*	−	CD86 antigen
*CD163*	*–*	−	CD163 antigen
*–*	*Cd248*	−	CD248 antigen
*–*	*C3ar1*	*−*	Complement component 3a receptor 1

Besides, direct regulation immune system associated genes, at 6d post-Col (10U), many lipid metabolism genes were down regulated (Fig. 4D). Down-regulated groups of DEGs include acetyl-CoA metabolic process (*Acacb, Acaa2, Acss2, Hmgcs2, Mlycd, Auh, Ivd, Gcdh*), neutral lipid catabolic process *(Lpl, Lipe, Faah, Dagla*), fatty acid derivative metabolic process (*Dgat2, Abhd16a, Dbp*), and fatty acid oxidation (*Adipod, Bdh2, Lep, Etfb, Dbp*). These processes could add to escalation and tissue repair at this time point in development of TMDM.

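At 6d post-Col (10U), Acacb, on chromosome 5 from 114596544 to 114700770, had 144 ± 33.6 (SD, n = 3) and 349 ± 69.6 (SD, n = 3) CPM at 6d and in the vehicle group, a log2 fold change of -1.28 (SE 0.25). The log2 fold change was -1.42 (SE 0.30) for Lpl, -1.31 (SE 0.19) for Lipe and -1.33 (SE 0.32) for Dgat2. Adjusted p-values were 0.0129, 0.0163, 0.00566 and 0.0241, in that order (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). Under the replicate block, with a mean r of -0.105 for same-numbered mice, they were 0.0507, 0.0425, 0.0282 and 0.0344 with edgeR. Acacb has Foxn4 on the opposite strand within 5000 bp. White fat marker scores were 2.22 to 3.33 at 6d and 3.25 to 4.85 in the vehicle group. Brown fat scores went the other way, with 1.61 to 3.93 and 1.52 to 2.04. Less fat in the dissected tissue was not tested as an explanation of these decreases. Over the alternatives, the adjusted p of Acacb in edgeR and DESeq2 ranged from 6.93e-06 to 0.0592. Of the 18 named genes of lipid metabolism found in the files, 16 were DEGs with edgeR and all were lower; Faah and Lep did not pass, and the spelling Adipod was not found.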

We next evaluated gene changes at 14d post-10U Col versus 5d post-0.2U Col. At these time points, hypersensitivity returned to baseline for both 0.2U and 10U treatments (Fig. 1C,D). Few DEGs were up- and down-regulated at these time points. Among those few regulated DEGs for 0.2U and 10U treatments, almost no similarity could have been detected (Fig. 5C,D). In summary, CFA and Col treatment induced substantially different biological processes in the MM. Additionally, the transcriptomic analysis showed that mechanical hypersensitivity resolution correlates with gradual muscle and extracellular matrix repair, which was supplemented by an elevation in immune system gene expression compared to 1d post 10U Col.

### Collagenase-induced alterations in immune cell profiles in masseter muscle (MM)

To validate bulk RNA-seq data, we used flow cytometry to evaluate immune cell (CD45^+^) profiles in MM at different time points after CFA or Col injections (Suppl Fig. 1). CFA intra MM treatment increased CD45^+^ cell numbers > 14-fold at 1d post-CFA (*t*-test; Veh vs CFA; 2266 ± 77 vs 29,300 ± 6084, t = 4.443, df = 4; *P* = 0.011; n = 3). This increase in CD45^+^ cells was due to infiltration/proliferation of monocytes (Mo), inflammatory monocytes (iMo), and neutrophils (Neu) in MM, while the number of B-cells were reduced (2-way ANOVA; interaction F (9, 40) = 42.42; *P* < 0.0001; n = 3; Fig. 7A, Suppl Fig. 1). Mph, inflammatory Mph (iMph) as well as natural killer (NK), dendritic cells (DC) and T-cells numbers were not significantly changed at 1d post-CFA (Fig. 7A).

**Figure 7:**
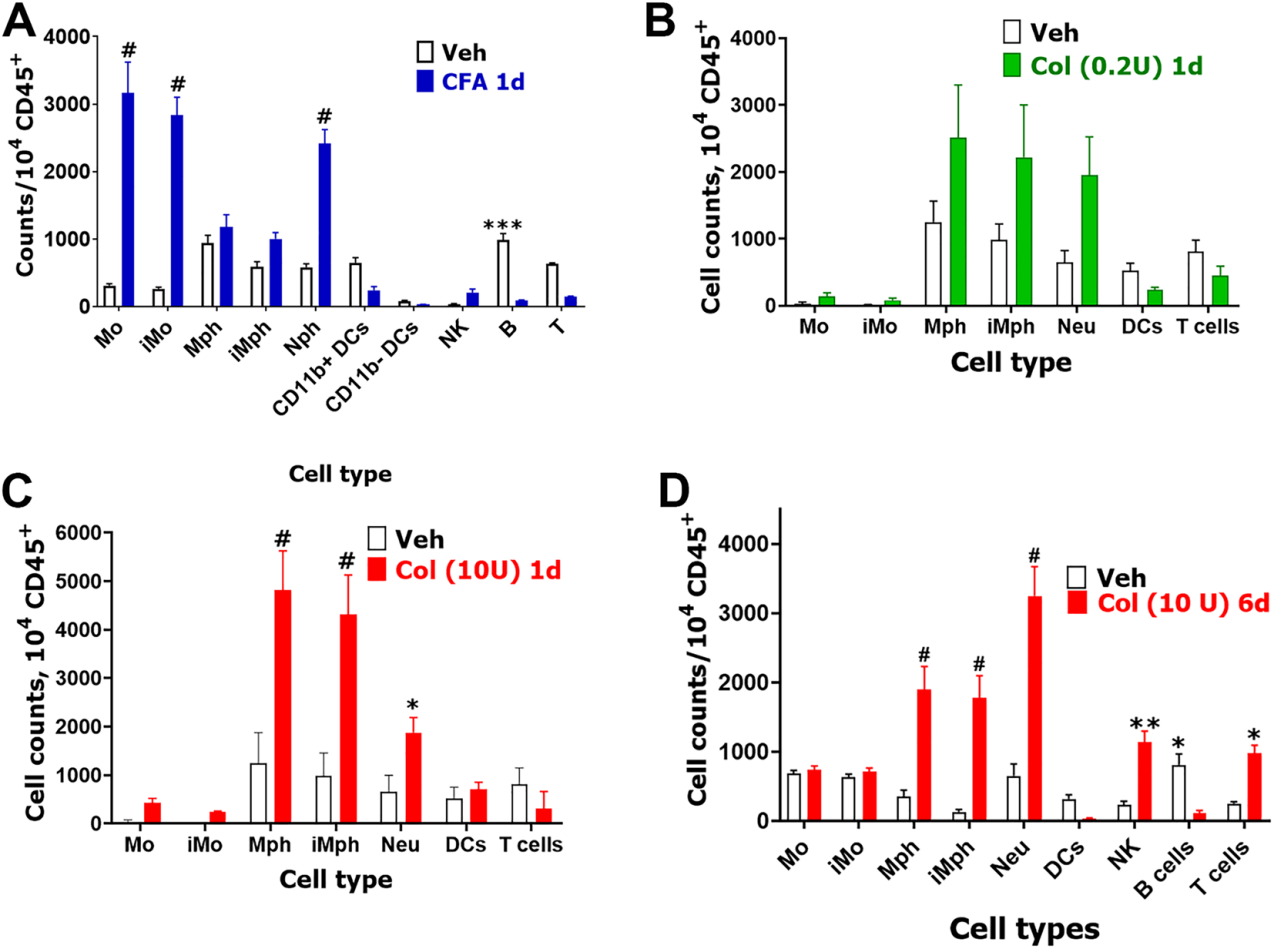
Immune cell profiles in CFA and Col treated MM. (**A**) Immune cell counts per 104 CD45 + cells in the MM at 1d post-vehicle (Veh) or CFA single intramuscular treatment. (**B**) Immune cell counts per 104 CD45 + cells in MM at 1d post-vehicle (Veh) or Col (0.2U) single intramuscular treatment. (**C**) Immune cell counts per 104 CD45 + cells in MM at 1d post-vehicle (Veh) or Col (10U) single intramuscular treatment. (**D**) Immune cell counts per 104 CD45 + cells in MM at 6d post-vehicle (Veh) or Col (10U) single intramuscular treatment. DCs—dendritic cells; Mph—macrophages; iMph—inflammatory macrophages; Mo – monocytes; iMo—inflammatory monocytes; NK—natural killer cells; B–B-cells; T–T-cells and Neu—neutrophils. Statistic is 2-way ANOVA (*P < 0.05; **P < 0.01; ***P < 0.001; #*P* < 0.0001; n = 3–6).

Low dose (0.2U) injection of Col slightly increased numbers of CD45^+^ cells, which was statistically significant (*t*-test; Veh vs 0.2U Col; 4965 ± 1040 vs 9928 ± 3671, t = 1.301, df = 6; *P* = 0.24; n = 4, Fig. 7B). This slight increase was caused by infiltrations/proliferations of macrophages (Mph), inflammatory macrophages (iMph) and Neu in MM, but was statistically insignificant at 1d post-administration (2-way ANOVA; interaction F (6, 42) = 2.24; *P* = 0.058; n = 4; Fig. 7B). An increase in CD45^+^ cells 1d after 10U Col intra-MM injection was substantial, but not as pronounced compared to CFA treatment (*t*-test; Veh vs 10U Col; 2240 ± 777 vs 14,980 ± 2648, t = 4.105, df = 6; *P* = 0.0063; n = 4). Moreover, unlike CFA, 10U Col elevated infiltration/proliferation of Mph, iMph and Neu, while Mo and iMo were unaffected in MM (2-way ANOVA; interaction F (6, 42) = 29.70; *P* < 0.0001; n = 4; Fig. 7C).

Since 6d post Col (10U) treatment is a critical time point for the development of chronicity in orofacial hypersensitivity, we performed flow cytometry on MM tissue at 6d-post Col injection and found substantially increased CD45^+^ cell counts (*t*-test; Veh vs 10U Col; 3620 ± 113 vs 9980 ± 337, t = 18.87, df = 6; P < 0.0001; n = 4). Besides infiltration of Mph, iMph and Neu at 1d post Col, 6d post-10U Col elevated NK and T cells (2-way ANOVA; interaction F (8, 54) = 19.37; *P* < 0.0001; n = 4; Fig. 7D). These data verify bulk RNA-seq results, which implied elevation of Mph, iMph and Neu as well as NK and T cells at 6d post-Col (10U).

Finally, we performed flow cytometry on MM tissue after resolution of orofacial hypersensitivity for CFA-treatment (resolution found to be at 5d post-injection) and Col-treatment (0.2U or 10U, resolution was at 5d and 14d post-administration, respectively) (Figs. 1A–D). After CFA-induced hypersensitivity resolution, no elevation of CD45^+^ was detected in MM compared to vehicle treatment (*t*-test; Veh vs CFA; 4125 ± 728 vs 6944 ± 564, t = 0.3000, df = 7; *P* = 0.77; n = 3–6). Examination of different immune cell types showed that changes in immune cell profiles at 5d post-CFA compared 5d post vehicle were insignificant (Suppl Fig. 2A). Similar to CFA, 14d-post Col 0.2U injection led to no increase in CD45^+^ cell counts (*t*-test; Veh vs 0.2U Col; 558 ± 90 vs 657 ± 229, t = 0.4623, df = 8; *P* = 0.66 n = 4–6). As expected, immune cell profiles did not undergo changes (1-way ANOVA; F (6, 56) = 1.254; F (6, 56) = 1.254; *P* = 0.29; n = 4–6; Suppl Fig. 2B). However, MM at 14d post 10U Col injection still had a statistically significant increase of CD45^+^ cell counts (*t*-test; Veh vs 10U Col; 558 ± 90 vs 1450 ± 196, t = 4.639, df = 8; *P* = 0.0017; n = 4–6). Elevation of CD45^+^ was mainly due to Neu, which remained elevated in MM at 14d post-10U Col injection (2-way ANOVA; interaction F (6, 49) = 8.201; *P* < 0.0001; n = 4–6; Suppl Fig. 2B). In summary, CFA-induced inflammation was principally different compared to Col-triggered inflammation. When compared to a 10U dose of Col, CFA produced a significant elevation of different types of myeloid cells at the initial stage (1d post-injection) (Fig. 7). Furthermore, the pre-resolution stage (6d) after Col (10U) treatment was characterized by significant activation and infiltration/proliferation of myeloid cells as well as NK and T cells in MM (Fig. 7D). Finally, at 14d post-Col, when mechanical sensitivity was resolved (Fig. 1C,D), the number of CD45^+^ cells in MM did not return to vehicle-treated levels due to Neu, which remained elevated (Suppl Fig. 2B).

To further validate our sequencing and flow cytometry data, immunohistochemistry (IHC) was used. CFA induced accumulation of Mo, while Col increased Mph and Neu. Hence, we defined regulation of immune cell populations in MM with 10U Col, but not CFA. Since our recent showed presence of several residential macrophage (Mph) and neutrophil (Neu) at periphery, we have used following appropriate markers: CX3CR1, CCR2, Iba1 (aka *Aif1*) and S100a8^33^. Accordingly, vehicle or Col (10U) was injected into MM of Cx3cr1-GFP/Ccr2-RFP reporter mice. One day post-injection MM were dissected and used for IHC labeling for Iba1 (marker for Mph) or S100a8 (marker for Neu)^34^. CCR2, CX3CR1, and S100a8 were almost absent in the MM of vehicle-injected mice (Fig. 8A,A”; data not shown). Low numbers of Iba1^+^ cells were detected between muscle fibers in control mice (Fig. 8A,A’). Col injection into the MM triggered the appearance of large numbers of CCR2^+^, CX3CR1^+^, and S100a8^+^ cells (Fig. 8A,A” vs B, B”, data not shown), as well as a visible up-regulation of Iba1^+^ cells (Fig. 8A,A’ vs B,B’). Altogether, these results showed that intra-MM Col injection up-regulated multiple types of myeloid cells in the MM.

**Figure 8:**
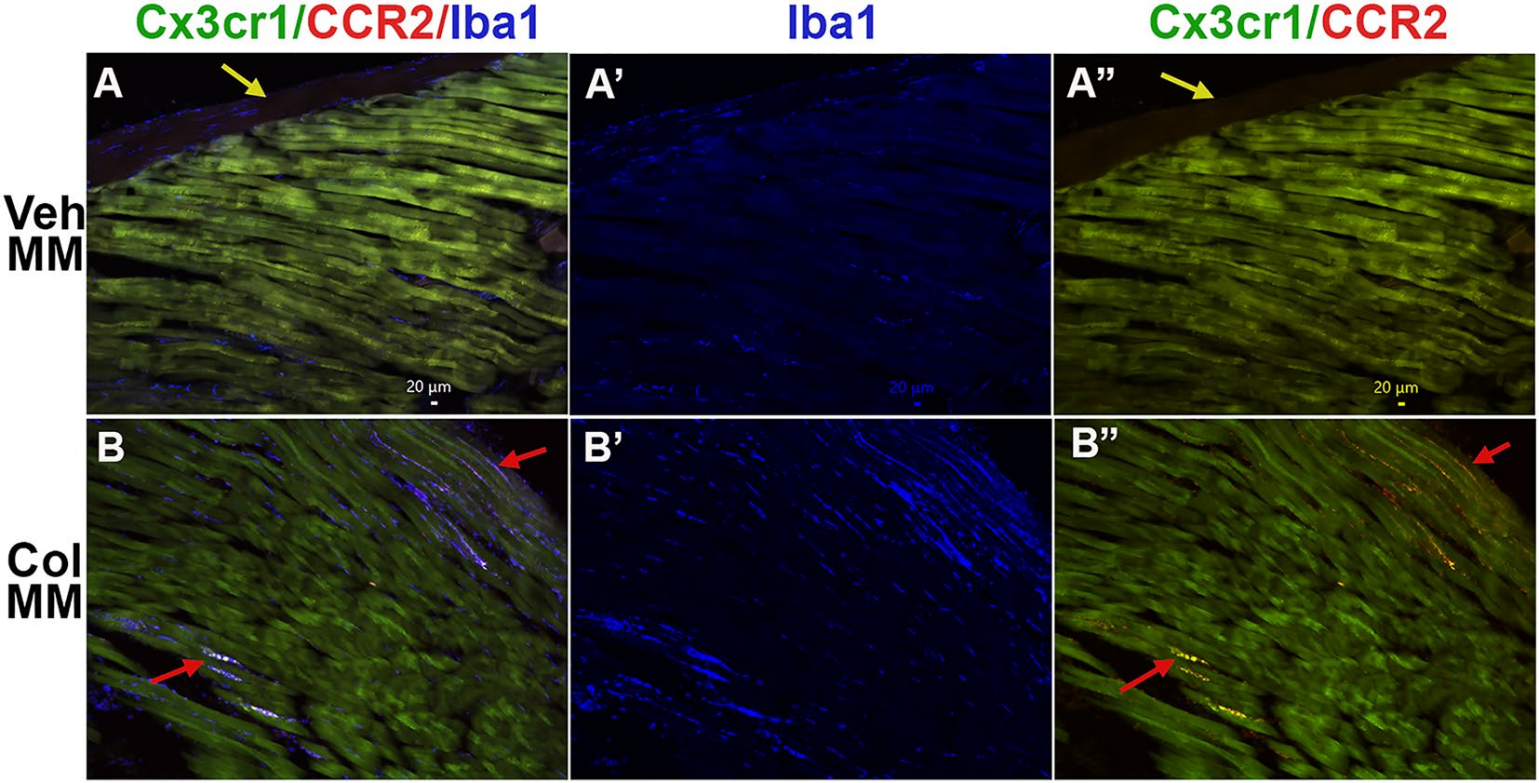
Expression of macrophage/monocyte markers in the MM treated with Col (10U). (**A**, **B”**) The MM of Cx3cr1-GFP/CCR2-RFP reporter mice intramuscularly treated with Veh (Veh MM; panels **A**–**A**”) or 10U Col (Col MM; panels **B**–**B**”) labeled with Iba1. Labeling on each panel is indicated. Yellow arrows on panels A and A” point to the fascia. Red arrows on the *panels B* and *B”* point to immune cells localized between muscle fibers.

## Discussion

The pathogenesis of myogenous temporomandibular disorder (TMDM) remains largely unknown. However, there is widespread opinion that TMDM is a consequence of tissue damage caused by consistent, repetitive, and prolonged physical overload of the muscles of mastication leading to ischemia^1,5,10^. Tissue damage accompanying muscle ischemia leads to mild inflammation that is characterized by release of inflammatory mediators, such as neuropeptides, serotonin (5-HT), and cytokines that may activate and sensitize nociceptors on peripheral sensory afferents to induce muscle pain and allodynia^35^. Microdialysis sampling mediators in MM showed that IL-1β, GM-CSF, IL-6, IL-7, IL-8 and IL-13 were higher in TMDM patients^1^. Other small sample sized studies confirmed these findings on significant elevation of cytokines in active trigger points of muscles during myalgia^8,36^. However, the largest sample sized studies found no elevation in cytokines levels during chronic myalgia ^6,7^. Overall, there is a consensus that chronic and persistent TMDM correlates with none to mild inflammation. However, there is no clear picture on what type of inflammation and biological processes are present in masticatory muscles. In this regard, we mimicked TMDM inflammation two ways: a direct induction with CFA, which leads to pronounced unusual for TMDM inflammation, or recreating tissue damage in MM by disrupting the extracellular matrix with collagenase type-2 (Col). Next, we evaluated transcriptional changes in MM at different time points corresponding to distinct phases of the developing TMDM hypersensitivity. Furthermore, using flow cytometry and/or IHC, we examined infiltration/proliferation of immune cells at the same time points after CFA or Col injections. These several approaches allowed us to draw conclusions on the biological processes occurring in MM after CFA or Col injections, and correlated these processes to specific phases in the development of hypersensitivity.

To focus this study, we concentrated on understanding the biological processes in the MM of males, who represent as many as 1/3 TMDM patients. CFA-induced orofacial hypersensitivity was transient and lasted up to 5d. When hypersensitivity resolved at 5d, biological processes related to tissue repair were still present. However, inflammatory processes were mostly receded. In contrast, at the initial stage, (1d post-CFA) hypersensitivity was apparent, and inflammation was the dominant biological process in MM. At this stage post-CFA, active immune cells were composed of infiltrating monocytes (Mo), inflammatory monocytes (iMo) and neutrophils (Neu). Importantly, bulk RNA-seq and flow cytometry data indicate that CFA triggers minimal (if any) changes in macrophage activity. A similar pattern in the immune system behavior was noted after CFA injection into the paw^15^. Nevertheless, there are multiple publications reporting prolonged hypersensitivity after CFA injection. It is presumed that the effect of CFA is batch/lot dependent. However, it is still not clear why some CFA batches/lots produce chronic pain, while other CFA batches/lots induce only an acute pain condition.

Treatment with low dose Col generated weak/low inflammation with slight up-regulation of *Cd68, Ccl2, Ccl7*, but not pro-inflammatory interleukins, such as IL-1β and IL-6. It is likely that 10U Col is more representative of MM damage than 0.2U Col. Moreover, 0.2U Col did not trigger substantial inflammatory processes, while 10U Col injection produced drastic activation and/or infiltration of immune cells. 

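After 0.2U Col, Ccl2 had log2 fold changes of 4.10 (SE 1.07) in group 1C and 2.20 (SE 0.65) in group RPC, Ccl7 of 4.33 (SE 1.18) and 1.93 (SE 0.49), and Cd68 of 1.92 (SE 0.73) and 0.28 (SE 0.62). EdgeR's adjusted p was 0.266, 0.27 and 0.357 in 1C and 0.285, 0.265 and 0.861 in RPC. DESeq2 called Ccl2 and Ccl7 in group 1C, with adjusted p-values of 0.000484 and 0.000977. Under the replicate block edgeR's adjusted p of Ccl2 was 0.616 in 1C and 0.179 in RPC, with a mean r of -0.123 and 0.165 for same-numbered mice. Ccl2 and Ccl7 had groups apart in both comparisons, and the sign for Cd68 in RPC changed when single mice were left out. Il1b had a log2 fold change of 0.34 (SE 0.93) in 1C and too few counts to be tested in RPC, and Il6 had too few counts in both. Il6 reached 0.485 CPM at most in 1C.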

Unlike CFA, dominant cells were macrophages (Mph) and inflammatory macrophages (iMph) alone with Neu at 1d post-Col (10U). Similar behavior of the immune system was observed in the paw after incision surgery^15^. Another key difference of Col (10U) compared to CFA treatments was a significant Col-triggered down-regulation of genes necessary for muscle tissue repair, including *Casq1, Myom2, Myh7, Mylk2, Myoz1, Lmod1, Acta1, Actn3, Smtn, Tpm1, Tcap, Tmod4, Tnnt3, Tuba8*, etc^37–40^.

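Casq1, on chromosome 1 from 174140025 to 174150026, had 879 ± 633 (SD, n = 4) and 4262 ± 1128 (SD, n = 3) CPM at 1d post-Col (10U) and in the vehicle group, a log2 fold change of -2.28 (SE 0.54). The log2 fold change was -1.53 (SE 0.23) for Myom2, -1.41 (SE 0.46) for Acta1, -1.42 (SE 0.39) for Tnnt3 and -1.66 (SE 0.49) for Myh7, which shares 21.4% of its 50-base windows with other myosin genes. Tnnt3 has Gm14492 on the opposite strand within 5000 bp. Adjusted p-values were 0.056, 0.0363, 0.0856, 0.0665 and 0.0735, in that order (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). All 14 muscle genes that the paper names were lower in every treated mouse than in every vehicle-treated mouse; 3 were DEGs with edgeR and 13 with DESeq2, which left out Myh7. Over the 41 genes that the paper names at 1d post-Col, 41 had an adjusted p under 0.05 when adjusted over the list alone and 12 over all genes with edgeR; the first count shows no stability, since the list was selected from these mice.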

TMDM is a chronic pain condition^41^. Hypersensitivity after single treatment with 10U Col was eventually resolved by 12-14d. Five to six days post Col treatment is a critical bifurcation point preceding pain resolution (Figs. 1C,D). Hence, understanding the biological processes in MM at this period/pain condition phase is important. Compared to 1d post-Col, at 6d post-Col, up-regulation of DEGs related to tissue repair, reduction of lipid metabolism and elevation of immune system related gene expressions in MM was noted. Up-regulation of *Cx3cr1, Ccl22, mpeg1, lyz2, csfr1* indicated an additional activation and/or accumulation of pro-inflammatory macrophages^42,43^. *Cxcl16* is produced by dendritic cells and is chemoattractant for NKT cells^44^. *Granzymes, CD53 and Cd244* up-regulation implies activation/infiltration of NK cells^45,46^. *Itgax* (aka *CD11c*), as well as *Cd48, Cd80,* and *Cd86* relate to DC^47,48^. Finally, *Cd4* and *Cd40* are associated with T-cells^49^. Overall, some immune system related genes were present at 1d post-Col, but their expression was dramatically increased at 6d post-Col. These genes are mainly associated with macrophage activation. Moreover, from 1 to 6d post-10U Col, we observed elevation of genes linked to activation/accumulation of NK, NKT and T-cells.

The inflammatory response ignited by activation of immune cells and supported by changes in lipid metabolism could play a central role in bridging the initial response to muscle injury to that of timely muscle injury repare^50^ or lead to persistent tissue damage^51,52^, which contributes to chronic TMDM. Muscle damage induces three pathways that activate inflammatory cells: complement cascade (C3a and C5a) that recruits circulating leukocytes; damage-associated molecular patterns (DAMPs), responsible for recruiting circulating leukocytes to the injured site; and muscle-activated local immune cells releasing cytokines and chemokines^40^. We reported here that these processes took place at 1d and/or 6d post-Col (10U) injection into MM (Table 3). The cytokines CCL2, CCR2 and some TLRs were present at both time points^53^ (Table 3), while CXCL2, IL-1β, C1 and C3 complex components and chemokines, CDs and TLR were encountered only at certain time points ^54^ (Table 3). It has been suggested that muscle damage-attracted macrophages clean tissue via phagocytosis, which in turn convert macrophages into healing macrophages driving myoblast fusion and growth, fibrosis, vascularization, and return to homeostasis^55,56^. TNF-α and IL-1β induce the proliferation and differentiation of myoblasts^57^. IL-1β decreases the level of myostatin, a negative regulator of muscle growth ^58^. Despite being considered proinflammatory mediators, ablation of TNF-α or IL-6 displays poor muscle regeneration^50^. The CCR2-CCL2 pathway is another pro-inflammatory pathway that promotes macrophage recruitment, insulin-like growth factor-1 (IGF-I) production and stimulation of muscle regeneration^59^. Similarly, blockage of pro-inflammatory TLR4 in knock-out mice resulted in severe muscle injury^60^. Importantly, in contrast, mild inflammation with low TNF-α and scarce macrophage infiltration can lead to poor muscle regeneration^61^. Our results are consistent with these multiple findings pointing to an important role of escalating inflammation in muscle recovery from injury and resolution of TMDM, while mild inflammation creates a negative environment for muscle regeneration. It was also suggested that M2 macrophages may stimulate myogenic precursor cell commitment into differentiated myocytes and the formation of mature myotubes^62^. However, our data indicated that IL-10 and IL-4 were not upregulated in MM by CFA, 0.2U and 10U Col at any time point.

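Il10 and Il4 had too few counts to be tested in any of the 7 comparisons with vehicle. Il10 reached at most 0.646 CPM in a treated mouse, in group 1C of 0.2U Col, and Il4 at most 0.0993 CPM, at 14d post-Col (10U). At 6d post-Col (10U), Il10 ranged over 0.223 to 0.393 CPM in the 3 mice, all above the vehicle group, where it had at most 3 counts per mouse, and at 5d post-CFA it ranged over 0.121 to 0.277 CPM against 0 in every vehicle-treated mouse. Neither gene passed the low-count filter, so the main test does not tell whether either changed.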

In conclusion, based on our findings, we favor the hypothesis that escalating inflammation in MM is critical to resolve TMDM hypersensitivity triggered by tissue damage mimicking Col intra-MM injection. Our results advance our understanding of the mechanisms controlling TMDM chronicity and provide an informatic basis for further studies on the regulation of gene plasticity in muscle affected by myalgia. The molecular basis of mechanisms controlling chronicity is only starting to emerge from preclinical and clinical studies but there is already evidence that chronic pain resolution involves pro-inflammatory immune cell types, which traditionally considered pro-pain^40,63–66^.

## Materials and methods

### Ethical approval

The reporting in the manuscript follows the recommendations in the ARRIVE guidelines (PLoS Bio 8(6), e1000412,2010). We also followed guidelines issued by the National Institutes of Health (NIH) and the Society for Neuroscience (SfN) to minimize the number of animals used and their suffering. All animal experiments conformed to protocols approved by the University Texas Health Science Center at San Antonio (UTHSCSA) Institutional Animal Care and Use Committee (IACUC). Protocol numbers are 20190114AR, 20220064AR and 20220069AR.

### Key reagents and mouse lines

Total number of 106 mice were used in this study. Mice were housed under controlled conditions (≈22 °C), relative humidity 40–60%, and a 12-h light–dark cycle with lights on at 7:00 a.m. Food and water were available ad libitum in their home cages. Experiments were conducted on wild-type adult (2–4-months-old) C57Bl/6 male mice, which were purchased from Jackson Laboratory (Bar Harbor, ME). The Ccr2^RFP^/Cx3cr1^GFP^ (Stock No: 032127) mouse line on the B6.129 background was purchased from the Jackson Laboratory (Bar Harbor, ME). Crude collagenase (Col) type 2 (> 125 units per mg; Cat: LS004214) preparations were acquired from Worthington (Lakewood, NJ) and complete Freund’s adjuvant (CFA; Cat: F5881) was obtained from Millipore-Sigma (St. Louis, MO).

### Masseter muscle (MM) injection

Left side MM was injected with 10 μλ collagenase type 2 (Col) or CFA (1:1 = CFA: PBS). These injections were performed under isoflurane anesthesia. The area of injection was swabbed with 70% alcohol beforehand. The site for injection was identified by palpating the zygomatic arch and the body of the mandible. A 30-gauge needle was inserted into the point inferior to the posterior third of the zygomatic arch and midway between the zygomatic arch and the body of the mandible. The needle was advanced in an anterior direction in about 3 mm. After a gentle aspiration, solutions were injected. PBS served as vehicle control.

### Measurement of orofacial hypersensitivity

The mechanical hypersensitivity of the left side of orofacial region was assessed as previously described ^28^. To avoid any anticipatory movement from mice during von Frey application. The mice were habituated to small cages for 3 days, then habituated to an area on a table and experimenters hand for an additional 3 days. During the last 3 days, mice were also habituated to von Frey filament (0.07–0.6 g) stimulations. Measurements with von Frey were conducted on the animals kept in hands or freely moving on table. Habituated naive mice that did not respond to 0.6 g von Frey filaments, which is considered baseline, were selected for the experimental procedure ^67^. Experimental mice were probed with 0.008–0.6 g filaments to the skin above MM using an up-down approach ^28^. Intervals between von Frey filament applications were varied but > 30 s. Mechanical thresholds were assessed and calculated as previously described ^28,67^.

### RNA seq transcriptomic data generation, analyses, and statistics

MM was dissected from left side. Dissected MM included deep, middle and superficial parts, and maximally excluded tendons attaching MM to zygomatic and mandible. Fresh MM tissues were homogenized in Rn-easy solution (Qiagen) using a Bead Mill Homogenizer (Omni International, Kennesaw, GA). Extraction of RNA, RNA quality and integrity control, cDNA library preparation with oligo-dT primers following the Illumina TruSeq stranded mRNA sample preparation guide (Illumina, San Diego, CA), and sequencing procedure with Illumina HiSeq 3000 platform with 30–50 × 10^6^ bp reading depth were previously described in detail ^28,29^. Total RNA quality of between 7.5 and 9 were used in RNA-seq experiments. This is a critical point, since power analysis is based on these numbers for quality of total RNA.

Post-sequencing de-multiplexing with CASAVA, the combined raw reads were aligned to mouse genome build mm9/UCSC hg19 using TopHat2 default settings and differentially expressed genes (DEGs) were identified using DESeq2 after performing median normalization, also previously described in detail ^28,29^.

Quality control statistical analysis of outliers, intergroup variability, distribution levels, PCA, and hierarchical clustering analysis were performed to statistically validate the experimental data. Multiple correction test was performed with the Benjamini–Hochberg procedure and adjusted *P*-value (Padj) was generated. If not specified in the text, criteria for selecting DEGs were expression levels with RPKM > 1, fold-change (FC) > 2, and statistically significant DEGs with Padj < 0.05. Venn diagrams were generated using https://bioinfogp.cnb.csic.es/tools/venny/. Genes were clustered according to biological processes using the PANTHER software (http://www.pantherdb.org/).

### Flow cytometry

Flow cytometry was used to assess immune cell profiles in MM biopsies. To eliminate the contributions of immune cells from blood, mice were perfused with cold PBS prior to tissue dissections. Single-cell suspensions from MM biopsies were generated by treating tissues for 70 min at 37 °C with 250 g/ml Liberase (Millipore-Sigma) and 100 g/ml dispase II (Millipore-Sigma), washing with DMEM media containing 5% FCS, triturating with Pasteur pipettes, and then filtering through a 70 μm strainer. Single-cell suspensions were resuspended and centrifuged in isotonic 40% Percoll (Cytiva, Sweden) to enrich live immune cells. Cell suspensions were first stained for viability using Zombie NIR™ Fixable Viability Kit (BioLegend, San Diego, CA) for 20 min at room temperature in PBS combined with FcR blocking antibody (1 μg, clone 2.4G2, BioXCell, Missouri, TX) to block non-specific binding. Cells then were washed with 2% FBS/PBS and stained with antibodies against surface antigens for 30 min on ice. Fluorochrome-conjugated antibodies against mouse CD45 (clone 30-F11), CD3 (145-2C11), B220 (RA3-6B2), CD11b (M1/70), CD64 (X54-5/7.1), CD11c (N418), MHC-II (M5/114.15.2), Ly-6G (1A8), Ly-6C (KH1.4) were purchased from BioLegend (San Diego, CA), eBioscience (San Diego, CA) or BD Biosciences (San Jose, CA). Flow cytometry was performed using Celesta or LSRII cytometer (BD Biosciences; San Jose, CA). Data was analyzed using FlowJo LLC v10.6.1 software. The gating strategy used to select immune populations in MM was done as previously described ^68^. Live CD45^+^ cells were gated using the markers listed below to define cell populations: neutrophils (Nph, CD11b^+^/Ly6G^+^); macrophages (Mph, CD11b^+^/MHCII^hi^/CD64^+^); inflammatory Mph (iMph, CD11b^+^/MHCII^hi^/CD64^+^/Ly6C^+^); monocytes (Mo, CD11b^+^/MHCII^lo^/SSC^lo^/CD64^+^); inflammatory Mo (iMo, CD11b^+^/MHCII^lo^/SSC^lo^/CD64^+^/ Ly6C^hi^); B cells (B, B220^+^/CD11b^-^/CD11c^-^); T cells (T, CD3^+^/CD11b^-^/CD11c^-^), NK (Natural killer cells NK1.1^+^TCRb^-^), CD11b^+^ DCs (Dendritic cells; CD11b^+^CD64^-^CD24^hi^MHCII^hi^CD11c^+^); and CD11b^-^ DCs (CD11b^-^CD64^-^CD24^hi^MHCII^hi^CD11c^+^).

### Immunohistochemistry (IHC)

MM were dissected from 4% paraformaldehyde perfused Ccr2^RFP^/Cx3cr1^GFP^ mice, fixed additionally with 4% paraformaldehyde for 20 min, cryoprotected with 10% and then 30% sucrose in phosphate buffer and then embedded in Neg-50™ (Richard Allan Scientific, Kalamazoo, MI). Cryo-sections of MM (30–35 μm) were collected for IHC. IHC was carried out as previously described^28,69^. The following antibodies were used in the study: anti-rat monoclonal S100A8 (Cat: MAB3059; R&D Systems; Minneapolis, MN) and anti-goat Iba1 (Cat: NB100-1028; Novus; Centennial, CO). For non-conjugated primary antibodies, sections were incubated with species-appropriate donkey Alexa Fluor secondary antibodies (1:200; Jackson Immuno-Research, West Grove, PA). Control IHC was performed on tissue sections processed as described but either lacking primary antibodies or lacking primary and secondary antibodies.

Z-stack IHC images were acquired from 3 to 5 independent tissue sections from 3 animals using a Keyence BZ-X810 All-in-One Fluorescent Microscope (Keyence, Itasca, IL) or a Nikon Eclipse 90i microscope (Melville, NY, USA) equipped with a C1si laser scanning confocal imaging system. Images were processed with NIS-elements software (Nikon Instruments, Melville, NY) or Adobe Photoshop CS2 software. The scale of microphotographs were placed by NIS-elements or Keyence software.

### Statistical analyses

Sample size calculations were based on our previous experience in RNA-seq and behavioral experiments on linear and inbred C57-black mice^29,70^. Accordingly, in behavioral experiments, we estimate that 6–8 mice will achieve > 80% statistical power to achieve *P* < 0.05 difference in measurement of hypersensitivity. For bulk RNA-seq, a sample size of 3–4 mice per group, using false discovery rate (FDR) of 0.05, will achieve > 80% statistical power to detect a two-fold change in gene expression with an estimated standard deviation of 0.5. We also assume 1% of genes are differentially expressed in the system, or 100 differentially expressed genes among the typical 10,000 expressed genes in tissues profiled. Using Scotty^71^, we estimate that 40 million reads/samples are needed.

GraphPad Prism 8.0 (GraphPad, La Jolla, CA) was used for statistical analysis. Data are presented as mean ± standard error of mean (SEM). Differences between groups were assessed by chi-square analysis with Fisher’s exact test, unpaired t-test, or 1-way ANOVA with Bonferroni’s post-hoc test. A difference is accepted as statistically significant when *P* < 0.05. Interaction F ratios, and the associated p values are reported.

### Supplementary Information

Supplementary Figures.

## Data Availability

RNA-seq data has been deposited to GEO Accession, the number is GSE190183. Supplementary excel files show the raw gene readings/counts per gene for all our sequencing experiments and RPKM data for each sample. These supplementary files are “*Veh vs 1d post-CFA (MM; G-L columns are RPKM)*” for RNA-seq from male mouse MM at 1d post-CFA intramuscular; “*Veh vs 5d post-CFA (MM; G-L columns are RPKM)*” for RNA-seq from male mouse MM at 5d post-CFA intramuscular; “*Veh vs 1d post-Col 0.2U (MM; G-O columns are RPKM)*” for RNA-seq from male mouse MM at 1d post-Col (0.2U) intramuscular; “*Veh vs 5d post-Col 0.2U (MM; G-O columns are RPKM)*” for RNA-seq from male mouse MM at 5d post-Col (0.2U) intramuscular; “*Veh vs 1d post-Col 10U (MM; G-O columns are RPKM)*” for RNA-seq from male mouse MM at 1d post-Col (10U) intramuscular; “*Veh vs 6d post-Col 10U (MM; G-N columns are RPKM)*” for RNA-seq from male mouse MM at 6d post-Col (10U) intramuscular; “*Veh vs 14d post-Col 10U (MM; G-O columns are RPKM)*” for RNA-seq from male mouse MM at 14d post-Col (10U) intramuscular injection.

# Supplementary material for: Associations of tissue damage induced inflammatory plasticity in masseter muscle with the resolution of chronic myalgia
**Source:** Sci Rep. 2023 Dec 12;13:22057. doi: 10.1038/s41598-023-49280-1
**Supplement:** Supplementary file 1 — Supplementary Figures.

## **Legends to Supplementary Figures:**

### **Supplementary Figure 1: Raw data on gating strategy for flow cytometry**

Gating strategy for single-cell suspension from the MM at 1d post-vehicle (Veh) or CFA single intramuscular treatment. The strategy shows live singlets and different immune cells were gated from single-cell suspension. Abbreviations are SSC-A - side angle scattered area; FSC-A - forward angle scattered area; CD45<sup>+</sup> - immune cells; Mo - monocytes, Nph – neutrophils, CD3 – T-cells.

### **Supplementary Figure 2: Immune cell profiles in CFA and Col treated MM at post-hypersensitivity resolution time points.**

**(A)** Immune cell counts per 10<sup>4</sup> CD45<sup>+</sup> cells in male MM at 5d post-vehicle (Veh) or CFA single intramuscular treatment. **(B)** Immune cell counts per CD45<sup>+</sup> cells in MM at 14d post-vehicle (Veh), Col (0.2U) or Col (10U) single intramuscular treatment. DCs – dendritic cells; Mph – macrophages; iMph - inflammatory macrophages; Mo – monocytes; iMo - inflammatory monocytes; NK – natural killer cells; B – B-cells; T – T-cells and Neu – neutrophils. Statistic is 2-way ANOVA (\* p<0.05; # p<0.0001; n=3-6).

**CFA**

SSC-A

All cells

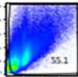

CD45

Singlets

Nph: CD11b+Ly6G+ T: CD3+ B: B220+ Mo: CD11b+ CD64+

Ly6G

B220

CD64

**Veh**

Live

**Supplementary Figure 1**

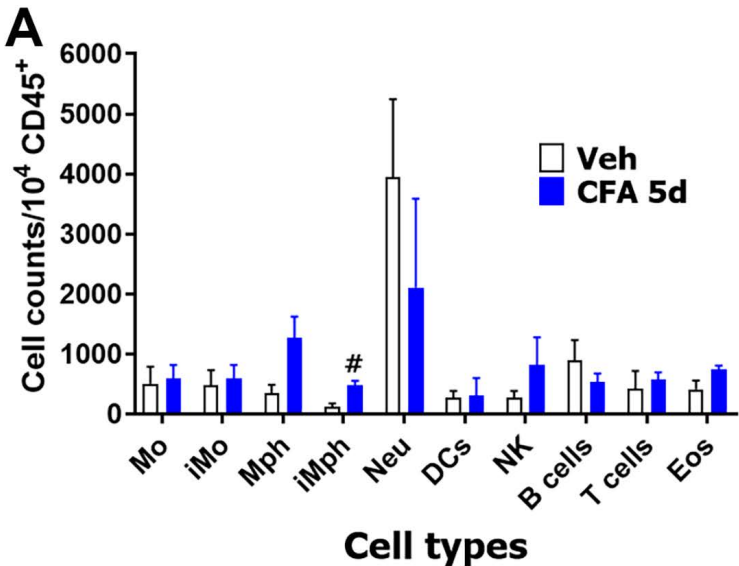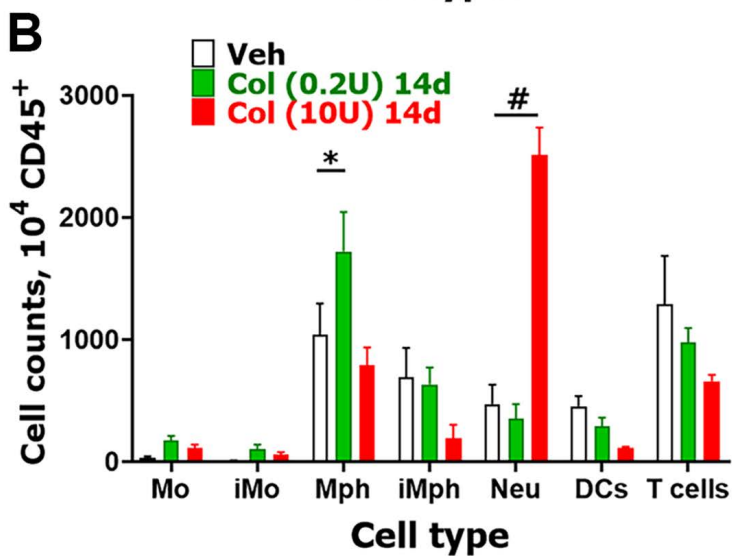

Supplementary Figure 2

How the deposited data were processed for this re-analysis (not part of the article)

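The data are bulk RNA-seq libraries of masseter muscle from 31 male mice, 1 library per mouse. They form 9 groups: 3 mice each at 1d and 5d post-CFA with 3 vehicle-treated mice of the CFA experiment, and 4 mice of each of the 0.2U Col groups named 1C and RPC, 4, 3 and 4 mice at 1d, 6d and 14d post-Col (10U), and 3 vehicle-treated mice of the Col experiment. The labels give 2 and 12 days for the groups that the paper gives as 1d and 14d, and the paper's days were used. The labels do not say which 0.2U group was collected at 1d and which at 5d, so both were kept under their labels. Vehicle-treated mice were matched to experiments by the labels.

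The authors made stranded poly(A) libraries, sequenced single-end reads of 50 bases, aligned them with TopHat2 to build mm9 and deposited 1 table of raw counts per library, in which each value is the number of reads counted on a gene symbol. The counts were not normalized or filtered by the authors. The paper's text names neither the counting program and its annotation nor whether the strand of reads was used. Each table closes with 5 lines of reads assigned to no gene, in the form that HTSeq-count writes, and reads that aligned to more than 1 place are among them. The names of these lines are written differently in the CFA and Col experiments, so the counting may have differed between them, which was not tested. The closing lines served for the shares of ambiguous reads and were not treated as genes. Reads shared by paralogs are therefore missing from the counts, and for genes named here the share of 50-base windows that occur in transcripts of another gene was computed. This share includes windows that overlapping genes have in common, whose reads can align to 1 place. A gene on the opposite strand within 5000 bp was recorded from the annotation, because the counting could have assigned its reads.

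Reads counted on genes ranged from 14843778 to 29076671 per library, with a median of 20834472. The counting error alone is 31.6% of a count of 10 and 57.7% of a count of 3, and 10 counts correspond to 0.344 CPM in the deepest and 0.674 CPM in the shallowest library. A group whose libraries all had 3 counts or fewer was taken to be at a floor, and a fold change against it was computed against the floor and is given as a lower bound. No pair among 465 pairs of libraries held identical values, and the highest correlation of log2 CPM was 0.9912. Symbols were joined to GENCODE vM1, an annotation of the mm9 build, 21627 by symbol and 45 by a synonym. For 937 symbols without a gene model the median exon length of 2837 bp was used for RPKM, and 3332 genes had counts in no library.

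Counts were tested in R 4.3.3 with edgeR 4.0.16. Genes with at least 10 counts in at least 3 libraries of a comparison were kept, library sizes were scaled by TMM, and each group was compared with its vehicle group by the quasi-likelihood test on these libraries alone, with group as the only factor. P-values were adjusted by the Benjamini-Hochberg method. DEGs had an adjusted p under 0.05, a fold change over 2 and a mean RPKM over 1 in at least 1 of the compared groups, the thresholds of the paper. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of the F statistic. The 6d and 1d groups of 10U Col and the vehicle groups of both experiments were also compared directly. Whether changes differed between CFA and 10U Col at 1d was tested as an interaction, without the RPKM threshold. Gene families, defined by symbol, were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with adjustment over all families and comparisons. Values per mouse are CPM scaled by TMM, family and tissue marker scores are means of log2 CPM, and the values of Table 1 are counts scaled by the size factors of DESeq2 1.42.0.

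Genes named in the text are those that the paper names for a comparison and, in each comparison with vehicle, the 5 up-regulated and 5 down-regulated DEGs with the largest log2 fold change among those whose groups do not overlap. The alternatives were DESeq2 with its Wald test, DESeq2's size factors in edgeR, no low-count filter, no RPKM threshold, RPKM over 1 across all samples, 1 fit shared by all 31 libraries, both vehicle groups pooled, the replicate number as a block, each mouse left out in turn, and fry in place of camera. DESeq2 was run only on genes that passed the low-count filter, and a gene to which it gave no adjusted p was not called. A shared fit with salivary gland and bone marker scores as covariates was added after the data had been seen. Replicate numbers are those of the sample labels. Mice with the same number are different animals, and the numbers were used as a block only in that alternative. The effect of each alternative is given in the closing section.

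The scripts were tested on simulated data with 200 genes changed by 2 on the log2 scale. With 3 against 3 mice that varied as the vehicle group of the CFA experiment, edgeR's test recovered 112 of the 200 changed genes, and 11 of 123 calls were wrong, among 12857 genes. With 4 against 3 mice that varied as the vehicle group of the Col experiment, 136 of 200 were recovered and 10 of 146 calls were wrong, among 13049 genes. With mice that varied as the group at 5d post-CFA, 181 of 200 were recovered and 10 of 191 calls were wrong, among 12713 genes. With no gene changed, 3 of 12851 genes were called. Camera gave unadjusted p-values of 0.956, 1.52e-12 and 8.85e-45 for a family of 30 genes shifted by 0, 0.5 and 1 on the log2 scale.

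Enrichment of biological processes by PANTHER was not recomputed, because its annotation was not at hand, and families fixed by symbol were used instead. Behavioural data, flow cytometry and immunohistochemistry were not analysed here. Statements on the 0.2U groups at a given day have no passage, since neither the labels nor the paper's text assign the groups to days. Results on some of the genes that the paper names are not reported here.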

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

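Of the tests in this part, those of neighbouring genes on the opposite strand, of genes overlapped over most of their length, of salivary gland tissue and of bone and its marrow, and the splits for the difference between CFA and 10U Col, were chosen only after the results were seen. The libraries of 10U Col, the paper's high dose, stood apart from all others in a measure of read counting. Reads left out as ambiguous between genes made up at least 0.559% and at most 0.703% of reads in the 11 libraries of 10U Col, and from 0.125% to 0.26% in the 20 other libraries, with all 3 time points of 10U Col on 1 side. A higher share of ambiguous reads is what counting without regard to strand would give. The paper does not report these shares.

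Genes split in the same way: 80 genes were higher in all 11 libraries of 10U Col than in all 20 others, and 54 were lower, among 14629 genes. The other 83 sets of 3 of the 9 groups gave at most 27 higher and 6 lower genes. That set held both 0.2U Col groups and the vehicle group of the Col experiment. The next, with 10 higher and 5 lower genes, held the 3 groups of the CFA experiment. No other set gave more than 1 gene in either direction. As time points from 1d to 14d share this pattern and 0.2U Col lacks it, a dose effect and a difference in processing both predict it. By these sets the vehicle group of the Col experiment went with 0.2U Col and not with 10U Col. Every comparison of 10U Col with that vehicle group therefore carries any difference in processing. A candidate explanation is that reads were counted without regard to strand in these libraries only. Of the 76 higher genes with a gene model, 68.4% had a gene on the opposite strand within 5000 bp, against 41.6% in sets of matched expression, and of the 53 lower genes 90.6% did, against 45.1%. Both permutation p-values were 1e-04, the smallest that the permutations could give. A first test of the same explanation did not pass: genes that overlap a gene on the opposite strand differed from genes without such overlap in median log2 fold change by -0.085, -0.05 and -0.093 at 1d, 6d and 14d of 10U Col, and by -0.068 and -0.048 in groups 1C and RPC. The differences at 1d and 14d exceeded those of 0.2U Col and the difference at 6d did not, while the test looked for a difference in 10U Col that 0.2U Col lacks. Where over 60% of a gene was overlapped, the median log2 fold changes were -0.341, -0.524 and -0.302 at 1d, 6d and 14d of 10U Col and -0.195 and -0.037 in groups 1C and RPC, each from 32 to 37 genes. The tests gave different answers, so the strand explanation remains a hypothesis and is not settled. A batch of libraries or another annotation in the authors' counting was not tested, and the dose cannot be told apart from these.

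The DEGs of 10U Col were affected to different degrees. At 14d, 64 of 114 DEGs belonged to the 80 and 54 genes, and 68.5% of 111 DEGs with a gene model had an opposite-strand neighbour, against 43.8% in matched sets (permutation p = 1e-04, the smallest possible). The changes at 14d may thus in large part reflect the counting and not the muscle. At 1d, 62 of 253 DEGs belonged to these genes, and 48.4% of DEGs had such a neighbour, against 43.8% (permutation p = 0.078). At 6d, 80 of 2234 DEGs did, and 38.6% had such a neighbour, against 43.7% (permutation p = 1). The DEGs at 6d therefore showed no excess of opposite-strand neighbours, and the small excess at 1d did not pass.

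The change differed between CFA and 10U Col at 1d in 14 genes, by a test of the difference itself (edgeR's quasi-likelihood test of the interaction, Benjamini-Hochberg adjusted p under 0.05). These were Scn10a, Sco2, Klhdc9, LOC100503496, 9530091C08Rik, Tmem140, Tpt1, Cyb5r2, Tgm4, Ptger1, Gpld1, Gm5105, Phospho1 and Lrrc14b, named because they passed. Of the 14, 13 are among the genes on 1 side in all libraries of 10U Col, and 9 of the 12 with a gene model have an opposite-strand neighbour. Of the 64 splits of the mice within both experiments that part as many same-numbered pairs, 13 gave as many genes, and the highest gave 3508, so the number of genes alone is not told apart from a random grouping. Such a grouping of the mice at 1d would not place 13 of these genes on 1 side at 6d and 14d as well. The strand explanation above, with 68.4% and 90.6% of the genes on 1 side next to an opposite-strand gene, may account for most of the list. No biological explanation of the list was tested.

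Between 1d and 6d after 10U Col, 446 genes were higher and 341 lower at 6d in a direct test, and only 4 of these 787 belong to the genes on 1 side in all 10U libraries. Of the 8 splits that part as many same-numbered mice, 2 gave as many DEGs. The other is the split that moves the mouse with number 4 from the 1d group to the 6d group, with 801. The remaining 6 matched splits gave 0, and the highest of all 35 splits was that 801. A biological change from 1d to 6d is one explanation. The splits could not decide between it and a random grouping of the mice, since no count of 8 splits gives a share under 0.05.

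EdgeR called 5 genes different between the vehicle groups of both experiments, all higher in the Col experiment: Krt2, Calm4, Krt1, Krt10 and Myh3, named after their values were seen. Their log2 fold changes were 12.94, 9.12, 8.69, 4.91 and 2.49, with adjusted p-values from 0.0293 to 0.0474 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). No gene was lower (0), and 326 genes had an unadjusted p under 0.05. Of the 4 splits of the 6 mice that part as many same-numbered pairs, only the real one gave as many genes (1), and of all 10 splits 3 did, with up to 274, so a random grouping cannot be told apart from a difference. Same-numbered mice of both groups deviated together with a mean r of 0.323, the highest of the 9 comparisons, and with the replicate number as a block 0 of the 5 genes were kept and 0 others were called (767 at an unadjusted p under 0.05). When single mice were left out, 5 of 6 fits gave 0 genes (152 to 482 at an unadjusted p under 0.05), and the fit without the mouse with number 3 of the CFA experiment kept 4 of the 5. DESeq2 called all 5 and the shared fit 4. Krt1, Krt2, Krt10 and Calm4 are genes of the epidermis, whose marker score was 2.23 to 2.95 in the vehicle group of the Col experiment and 0.2 to 0.54 in that of the CFA experiment. Skin at dissection, batch, the authors' counting and collection day may differ together between the experiments, and none of them was tested on this pattern. The paper gives PBS as the vehicle, and the collection day of neither vehicle group is stated. The design gives no biological contrast between the vehicle groups, and no biological explanation was tested.

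Salivary gland markers averaged at least 7.83 log2 CPM and up to 9.27 at 5d post-CFA, and from 1.05 to 6.07 in the vehicle group. The scores ranged from 7 to 9.44 in group RPC of 0.2U Col, from 1.13 to 9.06 in the vehicle group of the Col experiment and from -0.03 to 0.45 at 6d post-Col (10U), so they did not follow treatment in 1 direction. A candidate explanation is gland tissue dissected with the muscle in some mice. Of the 121 up-regulated DEGs at 5d post-CFA, 25.6% followed the salivary score in 22 libraries of other groups, against 1.1% in sets of matched expression. Of 1005 down-regulated DEGs at 6d post-Col (10U), the markers themselves left out, 2.9% followed it in 25 other libraries, against 0.3%. Both permutation p-values were 1e-04, the smallest possible. The share of 25.6% leaves most of the 121 genes unaccounted for. With salivary gland and bone scores as covariates in a shared fit, a setting chosen after seeing the data, 0 genes were up-regulated and 0 down-regulated at 5d post-CFA, with 975 genes at an unadjusted p under 0.05. As all 3 mice at 5d had high salivary scores, treatment and gland tissue cannot be separated by that fit. A change of gland genes within muscle upon CFA was not tested by other means.

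Single mice lay far from the others of their group in 17 of 167 comparisons of 1 mouse with the others of a group of 4, each comparison covering 1 measure. About 1 in 20, or 8.3, is expected by chance: 2 of 24 for measures of depth where 1.2 are expected, 6 of 44 for tissue scores where 2.2 are, 4 of 48 for family scores where 2.4 are, and 5 of 51 for named genes where 2.5 are. Groups of 3 mice were not examined in this way.

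At 1d post-Col (10U), the mouse with number 4 had 27573542 counts on genes, against 15759560 to 16753167 in the other 3. Its scores were 2.78 for brown fat (1.12 to 1.32 in the others), -0.07 for granzymes (-1.45 to -1.35) and 7.26 for the respiratory chain (6.17 to 6.35), on the log2 CPM scale. The respiratory chain score was 6.99 to 7.99 in the vehicle group. Its chemokine score of 1.93, against 0.75 to 1.26 in the vehicle group, and its sarcomere score of 7.94, against 8.29 to 8.82, lay outside that group. So did its Toll-like receptor score of 1.67, against -0.12 to 1.44, all on the side of the other 3. Its scores for chemokine receptors (0.89, against -0.62 to 1.15), cell cycle (1.84, against 0.14 to 3.09) and lipid metabolism (5.56, against 5.54 to 5.62) lay within it. The first scores go against a missed injection and the others do not, so it is not excluded. A weaker response of this mouse was not tested. Its ambiguous reads, 0.559%, lay with 10U Col and not with the vehicle libraries, which goes against an exchange with a vehicle library used here. Without this mouse, edgeR gave 1374 up-regulated and 1493 down-regulated DEGs, and the split that places it with the vehicle group gave 2595. That split and the real one, with 253, were 2 of 8 matched splits that gave as many DEGs. Depth alone is removed by scaling to library size, and no test of depth was made beyond that. The mouse with number 3 at 1d had a salivary gland score of 0.48, against 7.9 to 8.42 in the other 3, and gland tissue taken with the muscle of those 3 may explain it, as it may the 25.6% of DEGs at 5d post-CFA.

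In group 1C of 0.2U Col, the mouse with number 3 had 16450240 counts on genes, against 18113566 to 18299555. The mouse with number 2 of that group had a neutrophil score of 6.35 (4.39 to 4.57 in the others) and, on the log2(CPM + 1) scale, 3.62 for Elovl6 (8.33 to 8.74) and 4.49 for Slc2a3 (3.51 to 3.62). In group RPC, the mouse with number 3 had -0.64 for red blood cells (0.92 to 1.15) and 0.03 for neutrophils (3.66 to 4.33), the mouse with number 1 had 7.75 for the respiratory chain (7.25 to 7.28) and 6.17 for lipid metabolism (5.92 to 5.96), and the mouse with number 4 had 5.3 for Ucp1 (6.32 to 6.52). At 14d post-Col (10U), the mouse with number 4 had 4.88 for bone markers (2.23 to 2.44). The mouse with number 2 had 0.266 for Ttr and 0.0941 for Amelx, where the others had 0; all 4 were at the floor of 3 counts, so these values are within counting error. Bone with its marrow, taken with the muscle of some mice, may explain the neutrophil values. Over 31 libraries, with group means removed, the neutrophil score followed the bone score with r = 0.86 (permutation p = 0.00023) and the score of B cells and lymph node with r = 0.86 (permutation p = 7e-05). Spearman's rho was 0.83 (permutation p = 0.00019) and 0.82 (permutation p = 6e-05), and after Benjamini-Hochberg adjustment over both relations the permutation p-values of r were 0.00023 and 0.00014. Without the pair of libraries farthest from the median, r was 0.93 and 0.87. A common response of bone and blood cells within muscle would give the same correlation, and no biological explanation was tested for differences between mice of 1 group.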

How the results depend on the processing

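The comparisons, tests and alternatives below were fixed before the data were examined, except the fit with tissue scores, which was chosen after the values were seen. Each of the 26 counts moved by more than 1.5 times, or away from 0, in at least 1 alternative. Chemokines at 14d of 10U Col and sarcomere genes at 6d and 14d kept their direction and side of the threshold in every alternative that was run. Counts are edgeR's with a Benjamini-Hochberg adjusted p under 0.05 unless DESeq2 is named.

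No RPKM threshold and RPKM over 1 across all samples left all 25 counts within 1.5 times the count reported. Without the low-count filter, 45 of 46 counts and families kept their direction and side of the threshold, and chemokines in group RPC passed with a camera adjusted p of 0.0136 in limma (range over alternatives from 0.0105 to 0.597). DESeq2's size factors in edgeR moved 2 of 46, both at 5d post-CFA, where up-regulated DEGs fell to 50 and down-regulated DEGs to 3. The values of Table 1 all stayed within their spread with TMM, 48 of 48.

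DESeq2 moved 23 of 26 counts, upwards in each of the 23. It gave 45 up-regulated and 8 down-regulated DEGs at 1d post-CFA, 462 and 65 at 5d, 266 and 39 in group 1C, 109 and 43 in group RPC, 1004 and 834 at 1d post-Col (10U), 196 and 187 at 14d, 644 lower genes at 6d than at 1d, and 29 and 6 between the vehicle groups. DEGs shared by 1d and 5d post-CFA numbered 14 up-regulated, those shared by groups 1C and RPC 23 and 12, those shared by CFA and 10U Col at 1d 41 and 2, and those shared by 1d and 6d post-Col (10U) 530 and 518. The change differed between CFA and 10U Col in 105 genes. DESeq2 also called 120 of the 121 up-regulated DEGs of edgeR at 5d post-CFA, 136 of 138 at 1d and 1204 of 1222 at 6d post-Col (10U). The cause was not tested.

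With all 31 libraries in a shared fit, up-regulated DEGs numbered 5 at 1d post-CFA and 52 at 5d, where 22 of the 121 were kept. Group 1C had 116 up-regulated and 1 down-regulated DEGs, 10U Col 1146 and 862 at 1d and 184 and 104 at 14d, and the vehicle groups differed in 18 and 4. Up-regulated DEGs shared by CFA and 10U Col at 1d numbered 4, those shared by 1d and 6d of 10U Col 537 up-regulated and 497 down-regulated, and 93 genes differed between the treatments. The other 12 of 26 counts stayed within 1.5 times.

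With the vehicle groups pooled, 5d post-CFA had 0 up-regulated and 0 down-regulated DEGs, with 1525 genes at an unadjusted p under 0.05. Group 1C had 172 and 16, group RPC 7 and 5, 10U Col at 1d 1188 and 1028, and at 14d 140 were up-regulated. Groups 1C and RPC shared 5 up-regulated and 1 down-regulated DEGs, and 1d and 6d of 10U Col 652 and 621. Collagens at 5d post-CFA reversed, with a camera adjusted p of 0.514 in limma (range from 0.00737 to 0.948). The cause was not tested.

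In the shared fit with salivary gland and bone scores, added after seeing the data, 5d post-CFA had 0 and 0 DEGs, with 975 genes at an unadjusted p under 0.05. Group 1C had 180 and 5, 10U Col 1351 and 838 at 1d, 2063 up-regulated at 6d and 268 and 73 at 14d. At 6d, 783 genes were higher than at 1d, and the vehicle groups differed in 16 and 4. Of the 121 genes up-regulated at 5d post-CFA none was kept, and of the 138 at 1d post-Col (10U) all 138 were. The cause was not tested.

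Where the replicate number was a block, mice without a same-numbered partner were left out. Up-regulated DEGs numbered 1 at 1d post-CFA, 1 in group 1C and 10 in group RPC. After 10U Col, up- and down-regulated DEGs numbered 1445 and 1415 at 1d, 718 and 526 at 6d and 33 and 21 at 14d. At 6d, 675 genes were higher and 544 lower than at 1d. The vehicle groups differed in 0 up-regulated genes, with 767 at an unadjusted p under 0.05. Shared up-regulated DEGs numbered 1 for groups 1C and RPC and 1 for CFA and 10U Col at 1d, and 1d and 6d of 10U Col shared 378 up-regulated and 362 down-regulated DEGs. The respiratory chain at 14d reversed, with a camera adjusted p of 0.27 in limma (range from 5.36e-05 to 0.997). Same-numbered mice deviated together with a mean r of 0.285 at 1d post-CFA, 0.034 at 5d, -0.123 in 1C, 0.165 in RPC, -0.007, -0.105 and -0.036 at 1d, 6d and 14d of 10U Col, -0.07 for 6d against 1d and 0.323 for the vehicle groups, each over 3 pairs. Over all groups the mean was -0.019 for 114 pairs of same-numbered mice and 0.008 for 312 other pairs. The block at 1d post-Col also leaves out the mouse with number 4.

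Fry, the self-contained alternative to camera, left 13 of 20 families no longer under 0.05 and moved none to the other direction. Chemokines had Benjamini-Hochberg adjusted p-values of 0.216 at 1d and 0.103 at 5d post-CFA, 0.24 in 1C, and 0.103 at 1d and 0.103 at 6d of 10U Col in limma, where the highest over all alternatives was fry's value in each. Collagens at 6d had 0.173, sarcomere genes at 1d 0.0793 and lipid metabolism at 6d 0.0793. The respiratory chain had 0.322 at 1d post-CFA, and 0.173 at 1d and 0.216 at 6d of 10U Col, and keratins had 0.173 in 1C and 0.354 in RPC. The lowest over all alternatives was 4.44e-17 for chemokines at 1d post-CFA and 2.45e-05 for lipid metabolism at 6d in limma.

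Across the fits that each left out 1 mouse, up-regulated DEGs numbered from 0 to 19 at 1d post-CFA, from 0 to 893 at 5d, from 0 to 160 in 1C, from 0 to 1 in RPC, from 10 to 1374 at 1d, from 441 to 1716 at 6d and from 24 to 284 at 14d of 10U Col, from 99 to 875 for 6d against 1d and from 0 to 9 between the vehicle groups. Down-regulated DEGs numbered from 0 to 129 at 5d post-CFA, from 0 to 10 in 1C, from 2 to 1493, from 297 to 1287 and from 12 to 109 at 1d, 6d and 14d of 10U Col, from 24 to 671 for 6d against 1d and from 0 to 2 between the vehicle groups. Shared up-regulated DEGs numbered from 0 to 1 for 1d and 5d post-CFA, from 0 to 5 for CFA and 10U Col, and from 10 to 587 for 1d and 6d of 10U Col, whose shared down-regulated DEGs numbered from 2 to 647. The genes that differed between CFA and 10U Col numbered from 4 to 104. Camera's adjusted p in limma ranged from 0.00127 to 0.171 for chemokines in 1C and from 0.0105 to 0.597 in RPC, from 0.00737 to 0.948 for collagens at 5d post-CFA with reversals, from 0.0074 to 0.964 for sarcomere genes at 1d post-CFA, from 5.36e-05 to 0.842 for the respiratory chain at 14d, also with reversals, and from 3.53e-10 to 0.085 for keratins in RPC. Log2 fold changes that reversed ranged from -0.34 to 2.01 for Il1b in 1C, from -0.19 to 1.05 for Cd68 in RPC, and at 6d against 1d from -0.43 to 0.42 for Cd14, from -0.43 to 0.40 for Cd53 and from -0.38 to 0.39 for Cd80. The cause was not tested.

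Among the named genes, DESeq2 brought 30 of 112 past the threshold and took none out. DESeq2's size factors in edgeR took out 7 and the missing low-count filter 1 of 112. The shared fit brought in 12 and took out 14 of 112, the pooled vehicle groups 15 and 17 of 99, and the replicate block 11 and 17 of 110. Leaving out mice in turn gave 657 values, of which 22 came past the threshold, 160 fell short of it and 11 reversed. The other values kept their direction and side of the threshold. For counts and families, leaving out mice gave 338 values, of which 234 kept both, 90 moved, 5 reversed, 5 came past the threshold and 4 fell short of it.

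Depth limits the genes with few counts, such as Il10 and Il4, which had too few for a test in every comparison with vehicle. Cxcl3, Ccl3, Saa1, Cxcl5, Ccl4, Il6 and Csf3 were left out at 1d post-CFA for another reason. They had 31 to 819 counts in the mice with numbers 1 and 3, but under 10 in the mouse with number 2 and in all 3 vehicle-treated mice, so the filter of 10 counts in 3 libraries removed them. Without that filter, edgeR gave each of the 7 an adjusted p of 0.892, the only alternative that tested them. In simulated data, edgeR recovered 112 of 200 genes changed by 2 on the log2 scale with 3 against 3 mice. There every treated mouse had the same change and genes varied independently. At 1d post-CFA the mouse with number 2 had values near the vehicle group for several genes. The simulation therefore cannot decide whether depth or the number of mice accounts for 0 DEGs at 1d post-CFA, where 588 genes had an unadjusted p under 0.05. The number of splits of so few mice also limits what a count of splits can show.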

Differences from the paper's values

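At 1d post-CFA, the paper's counts are 196 up-regulated and 78 down-regulated DEGs, and the counts here were 0 and 0, with 588 genes at an unadjusted p under 0.05. None of the 14 alternatives set before the data were examined came within 1.5 times of either value. DESeq2, the paper's tool, came nearest, with 45 up-regulated and 8 down-regulated DEGs. It was run here only on genes that passed the low-count filter, which the paper does not state. DESeq2 without that filter was not run, so the gap does not show that the paper's own procedure would give these counts. At 5d post-CFA, the paper's counts are 542 and 18, and the counts here were 121 and 6. For up-regulated DEGs, DESeq2 closed the gap with 462 and the other alternatives did not. For down-regulated DEGs, none of the 14 alternatives set before the data were examined did, and they ranged from 0 to 129.

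At 1d post-Col (10U), the paper's counts are 334 up-regulated and 464 down-regulated DEGs, and the counts here were 138 and 115. The paper's data statement gives RPKM columns G to O for 1d and G to N for 6d, against G to L for CFA. These ranges leave room for more vehicle libraries of the Col experiment than the 3 used here. How far this bears on the differences could not be tested. For up-regulated DEGs, leaving out the vehicle-treated mouse with number 3 gave 332, and the other alternatives set before the data were examined did not close the gap. For down-regulated DEGs none of 15 did, and they ranged from 2 to 1493. At 6d, the paper's count of down-regulated DEGs is 1648, and the count here was 1012. DESeq2 gave 1237, no RPKM threshold 1199, the pooled vehicle groups 1166 and the fit without the vehicle-treated mouse with number 3 1287, all within 1.5 times of the paper's value, and the others of the 14 alternatives set before the data were examined did not close the gap. The shared fit with tissue scores, chosen after seeing the values, gave 1376, which is also within 1.5 times.

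The paper's number of up-regulated DEGs shared by 1d and 5d post-CFA is 16, and the number here was 0, as no gene passed at 1d. DESeq2 gave 14, and the other alternatives set before the data were examined did not close the gap. For CFA and 10U Col at 1d, the paper's shared DEGs are about 58 up-regulated in Fig. 5A and about 11 down-regulated in Fig. 5B, read by eye, against 0 and 0 here. With DESeq2, 41 up-regulated DEGs were shared. None of the 21 alternatives set before the data were examined closed the gap for down-regulated DEGs, and DESeq2 gave 2. For 1d and 6d post-Col (10U), the paper's shared DEGs are about 220 up-regulated in Fig. 6A and about 330 down-regulated in Fig. 6B, read by eye, against 89 and 70 here. Leaving out the vehicle-treated mouse with number 3 gave 243 up-regulated, and the replicate block gave 362 down-regulated; the other alternatives of the 18 set before the data were examined did not close either gap.

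The paper names 43 genes as up-regulated at 1d post-CFA, and edgeR called 0 of them here. DESeq2 called 12, among them Cxcl2, Saa3, Ccl7, Ccl12, Clec4n, Msr1, Ccl8, Ccl9, Fcgr1, Selp and Mt2. The shared fit called Cxcl2 and Mt2, and the fit without the mouse with number 2 at 1d called Ccl7, Clec4n and Mt2. No setting called 31 of the 43. Cxcl3, Ccl3, Saa1, Cxcl5, Ccl4, Il6 and Csf3 were among these, and the low-count filter kept them out of DESeq2. Of the 8 genes that the paper names at 5d post-CFA, edgeR called 3, DESeq2 also Aif1, Tlr3 and Itgax, the replicate block also Itgax, and the fit without the vehicle-treated mouse with number 3 also Aif1, Cx3cr1, Tlr3 and Itgax. Gzma was called in no setting.

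Of the 27 genes that the paper names as up-regulated at 1d post-Col (10U), edgeR called 9 here. DESeq2 and the pooled vehicle groups called 26, all but Mcoln2, which no setting called. The replicate block called 25, the shared fit 24, the fit without the mouse with number 4 at 1d 24, and the fit without the vehicle-treated mouse with number 3 also called Clec4d, Msr1, Ccr2, Tlr4 and Cd84. Without the low-count filter, Msr1 was called as well. Of the 14 muscle genes named as down-regulated at 1d, edgeR called Myom2, Actn3 and Tuba8. DESeq2, the shared fit, the replicate block, the pooled vehicle groups and the fit without the mouse with number 4 at 1d each called 13, all but Myh7, which no setting called.

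Table 2 of the paper lists 11 genes for CFA and not for 10U Col at 1d, and the text adds Il10 and Il4 as not up-regulated. Of these, edgeR called Ccl9 up-regulated, with a log2 fold change of 2.90 (SE 0.57) and an adjusted p of 0.0483 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). DESeq2 and the pooled vehicle groups also called Ccl4, Il6, Il1b, Clec4e, Arg1, Ccr1 and Tlr13, the shared fit and the fit without the mouse with number 4 at 1d Ccl4, Il6, Il1b, Arg1, Ccr1 and Tlr13, and the replicate block Il6, Il1b, Clec4e, Arg1, Osm, Ccr1 and Tlr13. Saa1, Tnf, Il10 and Il4 were called in no setting.

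The paper's Table 3 and text give examples of immune genes as higher at 6d than at 1d post-Col (10U), 32 by the tally made here. In the direct comparison edgeR called 11 of them, and 5 were lower at 6d, namely Il6 with a log2 fold change of -2.82, Il1b with -0.65, Cd14 with -0.23, Cd53 with -0.12 and Cd80 with -0.08. DESeq2 also called Ccl22, Lyz2 and Cd248, the shared fit Cd248, the fit without the mouse with number 4 at 1d Lyz2 and Cd248, and the fit without the mouse with number 3 at 1d Ccl22, Lyz2, Tlr8, Cd48, Cd86, Cd248 and C3ar1. The replicate block and the fit without the mouse with number 4 at 1d called Il6 lower at 6d, the opposite of the paper, with adjusted p-values of 0.0434 and 0.0158 (range over alternatives from 0.0158 to 0.495). No setting called Gzmb, Il6, Il1b, Il21r, Ccr7, Tnfsf8, Tnfrsf23, Tlr2, Cd14, Cd44, Cd53, Cd80, Cd244 and Cd40 higher at 6d.

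Against the vehicle group at 6d post-Col (10U), the paper names 50 genes as up-regulated, and edgeR called 42. DESeq2 also called Il1b, Ccr7 and Tlr4, as did the fit without the vehicle-treated mouse with number 3. The shared fit also called Tlr4, the pooled vehicle groups Il1b, and without the RPKM threshold edgeR called Gzmb, Il6, Tnfsf8, Cd80 and Cd244. Of 18 named genes of lipid metabolism found in the files, edgeR called 16 down-regulated, and without the RPKM threshold also Faah and Lep. Leaving out the vehicle-treated mouse with number 1 brought in Lep.

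The paper names Ucp1 and Elovl6 as up-regulated and Slc2a3 and Hs3st5 as down-regulated after 0.2U Col, and edgeR called none in group 1C or RPC. DESeq2 called all 4 in both groups. In group 1C, the pooled vehicle groups called all 4, the shared fit called Ucp1 and Elovl6, and the fit without the mouse with number 2 called Ucp1, Elovl6 and Slc2a3. In group RPC, the pooled vehicle groups called Ucp1 and Elovl6.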

Other observations

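The splits of mice for gene families, the tests of muscle RNA diluted by RNA of other cells and the tests of genes that follow tissue scores in other libraries were chosen only after the results were seen. For each comparison, the mice were also divided into other groups of the same sizes. Only splits that part as many same-numbered pairs are counted, the real one included; the other splits place same-numbered mice on 1 side. As many DEGs as in the real split were given by 4 of 4 splits at 1d post-CFA, where the real count was 0, by 1 of 4 at 5d, by 8 of 8 in group 1C and 8 of 8 in group RPC of 0.2U Col, where the real counts were 0, and by 2 of 8 at 1d, 1 of 4 at 6d and 1 of 8 at 14d of 10U Col. At 5d post-CFA and at 6d post-Col (10U), each other split gave 0 DEGs. Among matched splits, the highest other count was 0 at 14d and in group 1C and 11 in group RPC. Among splits that part fewer same-numbered pairs, it was 17 at 14d and 200 in group 1C. With 4 or 8 matched splits no share can be under 0.05, so none of these counts can be told apart from a random grouping of the mice by matched splits. Over all 35 splits, whatever pairs they part, only the real one (1) gave as many DEGs at 14d.

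For families, splits with a camera p as small as the real one numbered as follows, the real one included. For chemokines they were 1 of 4 at 1d and 2 of 4 at 5d post-CFA, 2 of 8 in 1C and 4 of 8 in RPC, and 1 of 8, 1 of 4 and 5 of 8 at 1d, 6d and 14d of 10U Col. For collagens they were 4 of 4 at 5d post-CFA and 1 of 4 at 6d of 10U Col. For sarcomere genes they were 3 of 4 at 1d post-CFA and 1 of 8, 3 of 4 and 4 of 8 at 1d, 6d and 14d of 10U Col, and for the respiratory chain 2 of 4 at 1d post-CFA and 4 of 8, 2 of 4 and 8 of 8 at the days of 10U Col. Lipid metabolism had 1 of 4 at 6d of 10U Col, and keratins had 2 of 8 in 1C, 4 of 8 in RPC and 1 of 8 at 14d of 10U Col, where 5 of all 35 splits did. A random grouping of the mice thus cannot be told apart from any of these family results by matched splits, as 4 or 8 splits allow no share under 0.05. Over all 35 splits of the mice at 1d of 10U Col, whatever pairs they part, only the real one (1) gave a p as small for chemokines and for sarcomere genes, and 8 did for the respiratory chain. Camera takes genes as the units of its test, and for the respiratory chain other splits gave p-values down to 9.87e-45 at 1d post-CFA, below the real 6.06e-22 (unadjusted, limma).

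Respiratory chain genes were lower at 1d post-CFA and at 1d and 6d post-Col (10U). A loss of muscle RNA to RNA of other cells would lower sarcomere genes as much. The respiratory chain score fell relative to the sarcomere score by 0.36 on the log2 scale at 1d post-CFA and by 1.05 at 6d post-Col (10U), that is by values of -0.36 and -1.05 (exact permutation p = 0.1 for each, the smallest that 3 against 3 mice can give). In both comparisons every treated mouse had a lower difference than every vehicle-treated mouse, -1.16 to -0.94 against -0.86 to -0.58 and -1.95 to -1.93 against -1.44 to -0.3, which goes against dilution alone. The score is a mean over genes, and at 6d the sarcomere score was 8.43 to 8.88, against 8.29 to 8.82 in the vehicle group, while the median log2 fold change of sarcomere genes was -0.61. At 1d post-Col (10U) the difference was -0.32 with an exact permutation p of 0.43, where the smallest possible is 0.029, and dilution remains a candidate explanation. Splits of the mice for the respiratory chain, at 2 of 4, 4 of 8 and 2 of 4, leave a random grouping open in all 3 comparisons.

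After 0.2U Col, markers of epidermis and of cartilage were above every vehicle-treated mouse of the Col experiment in 4 of 4 mice of group 1C. If skin or cartilage had entered the dissected tissue of some mice only, not all 4 would be expected to be high, so the scores go against admixture in some mice but not against a dissection that differed for the whole group. The white fat score was above every vehicle-treated mouse in 3 of 4 mice of 1C, and in group RPC 2 of 4 mice were above for epidermis, for cartilage and for white fat. The scores alone cannot tell admixture in some mice from a change of the muscle there. The brown fat score, looked at after the results were seen, was 3.14 to 7.03 in 1C and 3.69 to 4.82 in RPC, against 1.52 to 2.04 in the vehicle group, so all 4 mice of each group were above, which for brown fat goes against admixture in some mice only. As DEGs were selected from these mice, their correlation with the scores was looked at in the 24 libraries outside each comparison, with group means removed and the markers left out. Of DESeq2's up-regulated DEGs in 1C, 14% followed the epidermis score there, against 0.6% in sets of matched expression (permutation p = 1e-04, the smallest possible), 3% the cartilage score against 3.8% (permutation p = 0.78) and 0.4% the white fat score against 0.2% (permutation p = 0.46). In RPC, 6.9% followed the white fat score, against 0.3% (permutation p = 1e-04, the smallest possible), and 0% the epidermis and cartilage scores, against 0.2% and 3.9% (permutation p = 1 for both). Skin in 1C, in the dissection of the whole group, and white fat in RPC thus remain a candidate explanation for a small part of these DEGs, and there was no excess for the others. Where the matched sets hold 0.2%, under 1 gene is expected, so an absence of excess says little against a small admixture. No biological explanation was tested. The splits of the mice, 2 of 8 and 4 of 8 for keratins, leave a random grouping of the mice open.

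Neither the labels nor the paper's text assign groups 1C and RPC of 0.2U Col to 1d or 5d, and values were not used to assign them. The genes that the paper names for a single day are therefore given for both groups. Of 26 genes named as up-regulated after 0.2U Col, edgeR called 0 in either group, with 1819 and 1923 genes at an unadjusted p under 0.05. In group 1C all 26 were tested and higher, and DESeq2 called 18, namely Krt14, Krt15, Krt17, Krt77, Krt79, Fgfr3, Evpl, Col9a2, Col9a3, Col10a1, Mmp20, Elovl3, Elovl4, Elovl6, Alox12e, Ucp1, Ccl2 and Ccl7. In group RPC 19 were tested, all 19 were higher, and DESeq2 called Elovl6, Fasn, Scd1, Pck1 and Ucp1. The keratins and collagens called in 1C, which the paper names at 1d, were not called in RPC. Fasn, Scd1 and Pck1, which it names at 5d, were called in RPC and not in 1C. These calls favour 1C as the 1d group and RPC as the 5d group, while Elovl6 and Ucp1 were called in both. With the vehicle groups pooled, edgeR called 15 in 1C and 2 in RPC. The names Ktr15 and Ktr79 were read as Krt15 and Krt79.

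The paper planned 3 to 4 mice per group with an assumed standard deviation of 0.5. The median standard deviation of log2 CPM between mice of a group, over 14629 genes, was 0.214 at 6d post-Col (10U) and 0.216 at 5d post-CFA, the lowest of the 9 groups, and 0.371 at 1d post-Col (10U), the highest. It was 0.326 at 1d post-CFA, 0.352 and 0.344 in the vehicle groups of the CFA and Col experiments, 0.31 and 0.263 in groups 1C and RPC and 0.29 at 14d. From 12.6% of genes at 5d post-CFA to 36.3% at 1d post-Col (10U) had a standard deviation over 0.5. The neutrophil score ranged from -0.13 to 5.52 in the vehicle group of the CFA experiment and from 0.33 to 6.15 in that of the Col experiment, wider than at 1d post-CFA, where it was 2.97 to 5.04.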
